# Determining the optimal stage for cryopreservation of human embryonic stem cell-derived retinal pigment epithelial cells

**DOI:** 10.1186/s13287-022-03141-2

**Published:** 2022-09-05

**Authors:** Ting Zhang, Xianyu Huang, Sujun Liu, Xinyue Bai, Xinyue Zhu, Dennis O. Clegg, Mei Jiang, Xiaodong Sun

**Keywords:** Retinal pigment epithelium, Cryopreservation, Cell cycle, Extracellular matrix, THBS1

## Abstract

**Background:**

Human embryonic stem cell-derived retinal pigment epithelial cells (hESC-derived RPE) are a promising source for cell-replacement therapy to treat retinal degenerative diseases, but research on RPE cryopreservation is limited. This study aimed to determine the best phase for RPE cryopreservation to preserve the post-thaw function and uncover the mechanism underlying RPE freezing tolerance.

**Methods:**

hESC-derived RPE cells were cryopreserved at various time points after seeding. After thawing, the survival and attachment rates, RPE marker gene expression, apical-basal polarity, PEDF secretion, transepithelial resistance, and phagocytotic ability of post-thaw RPE cells were evaluated. RNA sequencing was performed on RPE cells at three-time points, differentially expressed genes were identified, and gene ontology, Kyoto encyclopedia of genes and genomes, and protein–protein interaction analyses were used to investigate the key pathways or molecules associated with RPE cell freezing tolerance.

**Results:**

RPE frozen at passage 2 day 5 (P2D5) had the highest cell viability and attachment after thawing. They also retained properly localized expression of RPE marker genes and biological functions such as PEDF secretion, high transepithelial resistance, and phagocytic ability. The RNA-sequencing analysis revealed that RPE cells at P2D5 expressed high levels of cell cycle/DNA replication and ECM binding associated genes, as well as THBS1, which may serve as a possible hub gene involved in freezing tolerance. We also confirmed that the RPE cells at P2D5 were in the exponential stage with active DNA replication.

**Conclusions:**

We propose that freezing hESC-derived RPE cells during their exponential phase results in the best post-thawing outcome in terms of cell viability and preservation of RPE cell properties and functions. The high expression levels of the cell cycle and ECM binding associated genes, particularly THBS1, may contribute to better cell recovery at this stage.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-022-03141-2.

## Background

The retinal pigment epithelium (RPE) is a pigmented cell monolayer between the neural retina and the choroid. It is required for the maintenance of the blood-retinal barrier (RBB), the secretion of growth factors, the recycling of retinoids, the phagocytosis of photoreceptor outer segments (OS), the delivery of nutrients, and the disposal of metabolic waste products [1]. The occurrence and progression of many retinal degenerative diseases, such as age-related macular degeneration (AMD), retinitis pigmentosa (RP), and Stargardt's disease, are closely linked to RPE dysfunction and death, which eventually leads to the degeneration of overlying photoreceptor cells [2]. As a result, RPE cells derived from human embryonic stem cells (hESC) could provide an unlimited source of RPE replenishment and better support for the overlying photoreceptor cells [3, 4]. The safety and efficacy of cell-replacement therapy as a treatment for retinal degenerative diseases are being tested in phase I/II clinical trials using hESC-derived RPE [5–8] (for more information, visit http://www.clinicaltrials.gov). To date, much emphasis has been placed on developing methods to differentiate hESCs to RPE, the best delivery strategy, and the development of scaffolds for RPE transplantation [9–13]. However, research on RPE cryopreservation to preserve post-thaw function is still limited.

Cryopreservation is the most widely used method of storing biomaterials, which can be deep-frozen and stored in liquid nitrogen for an almost infinite time. The differentiation of human pluripotent stem cells toward RPE is laborious and time-consuming, and once obtained, RPE cells can only proliferate for a limited number of passages before the cells undergo an epithelial-to-mesenchymal transition (EMT). As a result, efficient cryopreservation of hESC-derived cells is required for clinical use to maximize shelf life and ensure convenient transportation for later on-demand distribution [14]. Successful cryopreservation can result in high cell recovery and viability, as well as the preservation of cell function after the freeze–thaw cycle. However, the importance of selecting the optimal stage/phase for RPE cryopreservation has always been underestimated in optimizing freezing medium and cooling strategies [15–17]. Some studies suggested that RPE cells be frozen shortly after passaging when they have not reached confluency or regained pigment [18, 19]. Other reports used other time points for cryopreservation [20–23]. It is still unclear whether the phase/stage of cell culture used for cryopreservation affects post-thaw RPE functions. Furthermore, the mechanism underlying RPE cell tolerance to freezing has not been investigated. Identifying key molecules or pathways involved in this process could aid in optimizing cryopreservation strategies.

In this study, we cryopreserved hESC-derived RPE cells at various time points after seeding and evaluated the characteristics and functions of post-thaw RPE cells. We discovered that cryopreservation of RPE at day 5 after passaging (P2D5) resulted in a better post-thaw outcomes than other time points, as evidenced by higher cell survival and attachment rate, higher expression of RPE markers, polarized cell morphology, increased PEDF secretion, higher transepithelial resistance, and improved phagocytic function. The RNA-seq analysis revealed that RPE cells at P2D5 showed higher expression of genes associated with cell cycle/DNA replication and extracellular matrix (ECM) binding, which could explain the freezing tolerance of cells at this stage. We also confirmed that the hESC-derived RPE cells were in the exponential phase with active DNA replication at P2D5. Overall, our findings show that the exponential phase of cell growth (P2D5) is the best stage for hESC-derived RPE cryopreservation.

## Methods

### Cell culture

Human embryonic stem cells (hESC) (H9, Wicell, USA) were differentiated using a 14-day differentiation protocol by sequential exposure to various molecules including Nicotinamide, Noggin, Activin A and IGF-1, as previously described [18]. The induced cells were then dissociated with TryPLE (Thermo Fisher Scientific) and cultured in XVIVO-10 for another 4–5 weeks on matrigel-coated surface with the seeding density of 10^5^ cells/cm^2^. During this period, the cells started to exhibit the characteristic hexagonal morphology with pigmentation, which were defined as Passage 0 (P0). The RPE cells were further cultured in XVIVO-10 for 4–5 weeks before they were subjected to the subsequent passages or characterization except phagocytosis assay, for which the cells were cultured in “Miller” medium (MEM alpha supplemented with 5% FBS, 1% N1 supplement, NEAA (1X), Glutamax (1X), 250 μg/ml taurine, 20 ng/ml hydrocortisone, 0.013 ng/ml triiodo-thyronin) [24]. To generate polarized RPE monolayers, cells were seeded at 10^5^ cells/cm^2^ onto matrigel-coated transwell membranes (0.4 μm pore, Corning). Media were refreshed twice a week.

### Cryopreservation and thawing experiments

For cryopreservation experiments, the RPE cells at various time points were dissociated with TryPLE and frozen in CryoStor CS10 (Biolife Solutions) or Genxin (Selcell) at a concentration of 2 × 10^6^ cells/ml. Cells were immediately placed in a Nalgene Cryo freezing container, frozen at − 80 °C overnight to achieve a cooling rate of − 1 °C/min, and then transferred to liquid nitrogen for long-term storage. Rapid thawing was carried out using ThawSTAR CF2 Automated Thawing System (BioLife Solutions) and cells were diluted by dripping pre-warmed XVIVO-10 medium and centrifuged at 250×*g* for 3 min. After resuspension in XVIVO-10 medium, the thawed RPE cells were counted with a hemocytometer to determine the recovery rate and survival rate using standard trypan blue exclusion (trypan blue stain 0.4%, Thermo Fisher). Cells were then cultured on matrigel-coated surfaces at 105 viable cell/ml in XVIVO-10 with the addition of Y27632 (final concentration: 10 μM), which was withdrawn 24 h later. The attachment rate was determined 24 h after thawing by dissociating the cells again with TryPLE and counting the cell number.

### Analysis of cell growth

hESC-derived RPE cells at P1D35 were passaged and seeded on multiple matrigel-coated wells in a 12-well plate at a density of 10^5^/cm^2^. At the indicated time points during the culture period, the RPE cells were harvested by dissociation with TryPLE and resuspended in 1 ml culture medium. Cell number was then determined by counting with a hemocytometer.

### EdU labeling assay

EdU is an efficient and convenient method to detect proliferating cells both in vitro and in vivo. The EdU labeling of P2 RPE was carried out at different time points during culture and was detected using Click-iT EdU Imaging Kits (Thermo Fisher Scientific) following the manufacturer’s protocol. Briefly, hESC-derived RPE cells at P1D35 were passaged and seeded on multiple matrigel-coated coverslips at a density of 10^5^/cm^2^. At indicated time points, the RPE cells were incubated with 10 μM EdU in the medium for 24 h, and were then fixed, permeabilized and stained with the Click-iT reaction cocktail for the detection of incorporated EdU. Images from 5 random fields were captured (Axio Observer A1, Zeiss), and the percentages of EdU-positive cells were calculated.

### Immunofluorescence staining

Immunofluorescence staining of hESC-derived RPE cells was performed as previously described [25]. Briefly, the RPE cells were fixed with 4% paraformaldehyde for 15 min, permeabilized with 50% ethanol for 5 min, and blocked with a solution containing 5% normal goat serum, 0.5% BSA and 0.05% saponin for 30 min. The cells were then incubated overnight at 4 °C with primary antibodies that were diluted in the blocking solution. After several washes with PBS, cells were incubated with Alexa Fluro-conjugated goat anti-rabbit secondary antibodies (Thermo Fisher Scientific) for 1 h at 25 °C. Cells were then stained with Phalloidin-647 (1:1000, Abcam) to visualize the actin cytoskeleton and subsequently DAPI to counterstain nuclei. The following primary antibodies were used: anti-RLBP1 (1:200; Proteintech 15356-1-AP), anti-ZO-1 (1:200; Thermo Fisher Scientific 33–9100), and anti-BEST1 (1:1000; Abcam ab2182). The images were captured with Leica TCS SP8 confocal laser scanning microscope. To observe polarized properties of the RPE cultured on transwell membranes, Z-stack confocal microscopy was performed. For quantification of immunofluorescence staining, 5 fields were randomly chosen for each experiment.

### Quantitative real-time PCR (qPCR)

Total RNA from RPE cells was extracted using the RNAsimple Total RNA Kit (Tiangen), and the cDNA was synthesized using PrimeScript RT Master Mix (TaKaRa). TB Green Fast qPCR Mix (Takara) and the ViiA7 real-Time PCR System (Thermo Fisher) were used to amplify cDNA with a program consisting of 40 cycles of amplification (T_m_ = 60 °C). Gene-specific primers were synthesized by Shanghai Sunny Biotechnology and the sequences of the primers are listed in Table S1. GAPDH gene expression was used as an internal control. mRNA levels of target genes were calculated using the 2^−ΔΔCt^ method. A minimum of three biological replicates from two independent experiments were analyzed.

### Phagocytosis assay

Porcine rod outer segments (POS) were isolated from fresh porcine eyes, labeled with Alexa Fluor 488 NHS Ester (Succinimidyl Ester, Thermo Fisher) and aliquoted as previously described [26]. Phagocytosis assay was performed on the RPE cells cultured in a 96-well plate following a previously described protocol [27]. Briefly, the hESC-derived RPE cells were seeded in quadruplicate in a matrigel-coated 96-well plate at a concentration of 10^5^/well and allowed to grow for 4–5 weeks in “Miller” medium. On the day of phagocytosis assay, the thawed ROS aliquots were centrifuged at 2400×*g* for 5 min and resuspended in “Miller” medium in the concentration of 10^7^ POS/ml. 100 µl of ROS per well was applied to the RPE cells for 3.5 h at 37 °C. The unbound ROS were washed away by rinsing with DPBS containing Ca^2+^ and Mg^2+^ and the RPE cells were immediately fixed with 4% paraformaldehyde in DPBS. The plate was then scanned with Tecan Spark microplate reader (Tecan, Austria) for the quantification of the fluorescence signal. To control for different cell numbers in different wells, cells were stained with Hoechst 33342 and the fluorescence intensity was also determined by the microplate reader. The phagocytic ability of RPE cells was therefore represented as the value of POS fluorescence intensity/ Hoechst fluorescence intensity.

### Measurement of TEER (transepithelial electrical resistance)

For the measurement of TEER, the RPE cells were grown on matrigel-coated transwell membranes. A membrane without cells was used as a background control. After 4–5 weeks of culture, TEER of the RPE cells was measured using an epithelial voltmeter (World Precision Instruments) and calculated by subtraction of background TEER from the control membrane. The TEER per unit area (Ω.cm^2^) was obtained by multiplying the raw TEER value by the surface area of the transwell membrane (0.33 cm^2^).

### Enzyme-linked immunosorbent assay (ELISA)

To determine secretion of PEDF, hESC-derived RPE cells were thawed and cultured onto matrigel-coated transwell membranes. At Day 35 post thaw, the apical- and basal- side conditioned media were collected after 24 h of culture and the concentration of PEDF protein was measured by ELISA following the manufacturer’s instructions (BioVendor Laboratory Medicine).

### RNA-seq library construction

Three independent batches of hESC-derived RPE cells at P1D35, P2D5 and P2D11 (9 samples in total) were subjected to RNA sequencing. Total RNA was extracted with Trizol (Thermo Fisher), and mRNA was purified by using poly-T oligo-attached magnetic beads. The RNA was reversed transcribed by using random hexamer primer and M-MuLV Reverse Transcriptase (NEB). The double-stranded cDNA was amplified using KAPA HiFi HotStart ReadyMix (KAPA Biosystems) and purified using AMPure XP beads (Bechman Coulter). After quantification by Qubit2.0 Fluorometer, cDNA was applied to a Bioanalyzer 2100 on a High-Sensitivity DNA Chip (Agilent Bioanalyzer) to check the library size distribution. All sample libraries were sequenced on an Illumina NovaSeq 6000 to generate 150 bp paired-end reads (Novogene, Beijing).

### RNA-seq data analysis

Clean data were obtained from FastQ raw data by removing adapter, ploy-N sequences and low-quality reads. All the downstream analyses were based on the clean data with high quality. The reads were mapped to the hg38 version of human genome using TopHat2 version 2.0.9 program [28]. We calculated fragment per kilobase per million (FPKM) as expression level using the FeatureCounts (v1.5.0-p3) [29]. Genes with the FPKM > 1.0 in at least one sample across all samples were retained for further analysis, and the expression levels were transformed to log-space by using the log2 (FPKM + 1). Differentially expressed genes (DEGs) among different samples were identified using DESeq2 R package (1.20.0) [30]. The resulting P-values were adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate (FDR). Genes with *P*_adj_ values < 0.05 and log2 fold change > 1 were assigned as differentially expressed genes. DEG heat maps were clustered by hierarchical clustering and visualized using Java Tree View software [31]. Principal component analsysis (PCA) analysis was performed using R (http://www.r-project.org). Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package (3.8.1), in which gene length bias was corrected [32]. GO terms with corrected P value < 0.05 were considered significantly enriched by differential expressed genes. The KEGG database was used to analyze high-level cellular functions (http://www.genome.jp/kegg) [33]. We used clusterProfiler R package (3.8.1) to test the statistical enrichment of differential expression genes in KEGG pathways. Then, a protein–protein interaction network of KEGG enriched DEGs was analyzed using the Search tool for the retrieval of interacting genes (STRING database, http://string-db.org/) [34]. An interaction with a combined score higher than 0.4, which is a widely used threshold, was considered statistically significant.

### Statistical analysis

All statistical analyses were performed in GraphPad Prism software (GraphPad Prism 8), and data were presented as mean ± SD. Student's *t* test (two-tailed) was performed for statistical analysis between two groups. One- or two-way ANOVA with Tukey’s or Bonferroni's multiple comparison post hoc test was used when three or more groups were compared. The statistical analyses were obtained from three biological replicates or independent experiments. Statistical significance was set at *P < 0.05.

## Results

### Frozen RPE cells at P2D5 achieved the highest cell viability and attachment after thawing

Consistent with previous studies [35], we observed that when RPE were dissociated and replated, the cells underwent a period during which they lost their classic hexagonal RPE morphology and pigmentation, and proliferated until they formed a monolayer again. This period usually lasted 10–14 days after passaging, then the cells readopted their hexagonal morphology and slowly gained pigmentation after around 4 weeks of culture. Accordingly, we selected four different timepoints P1D35, P2D5, P2D11 and P2D28 (Fig. 1A), to determine the optimal stage for cryopreservation of hESC-derived RPE cells. We started with hESC-derived RPE cells at passage 1 day 35 (P1D35). After passage, these cells were labeled as passage 2 (P2). We froze the cells in CryoStor CS10, a widely used commercial freezing solution, for 1–3 months before being subjected to thaw (Fig. 1A). After thawing, some cells were damaged and degenerated into subcellular debris, some cells underwent apoptosis, and the remaining cells survived. Hence, it is important to analyze the recovery and survival rates, apoptosis and attachment. The recovery rate was calculated as the live cell number/the number of cells initially frozen. The survival rate was calculated as the live cell number/the total cell number after thawing. The recovery rate for cells frozen at P1D35, P2D5, P2D11 and P2D28 was 80%, 80%, 64% and 64%, respectively, while their viability was 83%, 85%, 88% and 76%, respectively. The experiments were repeated three times. No significant recovery or survival rate differences were observed (Fig. 1B, C). At 24 h after thawing, cells were dissociated, and the cell number was counted. The attachment rate was then calculated as the attached cells/the seeded cells. RPE cells frozen at P2D5 showed a higher attachment rate than other time points (Fig. 1D, E). Cell death and viability were also assessed using Calcein-AM/PI staining at D1 post thaw. The RPE frozen at P2D5 had the highest viability (Fig. 1F), indicating that hESC-derived RPE cells at P2D5 perform better in the freeze–thaw cycle than other time points.

**Fig. 1:**
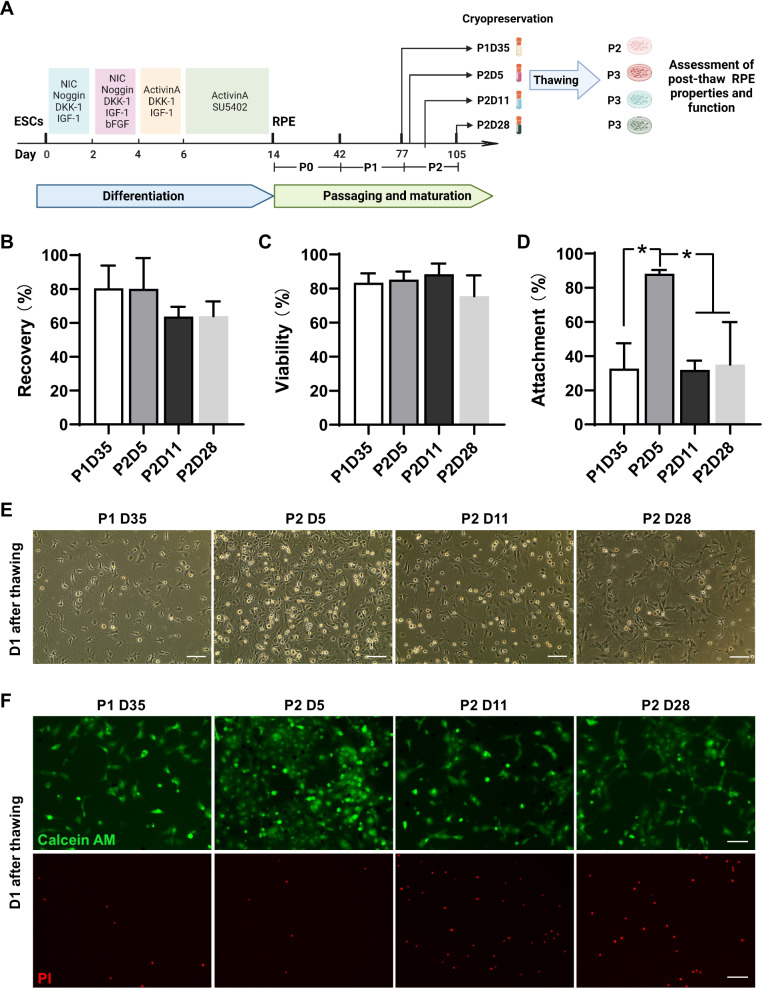
hESC-derived RPE cells frozen at P2D5 achieved the highest cell viability and attachment after thawing. **A** The flow diagram for hESC-derived RPE cell differentiation, passaging, and cryopreservation (created with BioRender.com). **B**, **C** The recovery rate (**B**) and viability rate (**C**) were measured upon thawing of hESC-derived RPE cells frozen at indicated time points. **D** The attachment rate was measured 24 h post thaw. *n* = 3 independent experiments; Data are represented as mean ± SD. Statistical differences are evaluated with one-way ANOVA with Tukey's post hoc test. *P < 0.05. **E** The bright-field images of RPE cells from different groups 24 h post thaw.**F** . At 24 h post thaw, the RPE cells were stained with Calcein AM/PI, where live and dead cells were depicted as green and red fluorescence, respectively. Scale bars: 100 μm

### Frozen RPE at P2D5 showed highly expressed and properly localized RPE markers after thawing

Although viability and attachment rates are important parameters for determining cell freezing success, the ultimate goal of freeze–thaw is to maintain normal RPE cell properties and function after thaw. RPE cells frozen at P2D5 displayed characteristic hexagonal morphology of RPE cells with distinct cell–cell adhesions (tight junctions) as early as 14 days after thawing, whereas cells frozen at other time points exhibited a fibroblastic phenotype, indicating they were experiencing an EMT transition for a relatively long period (Fig. 2A). RPE frozen at various time points had adopted typical RPE morphology by D28 post thaw, though heterogeneity was observed in the case of cells frozen at P2D11 and P2D28 (Fig. 2A). RT-qPCR at D28 post thaw revealed that P2D5-frozen RPE cells had the highest expression levels of RPE markers (BEST1, MITF, RLBP1, and PMEL17) of any time point studied (Fig. 2B). Immunohistochemistry revealed that expression of RLBP1 and ZO-1 (a tight junction marker) was significantly lower in P2D28-frozen RPE cells compared to the P2D5 and P2D11 groups (Fig. 2C). Furthermore, BEST1 and F-actin expression (stained with phalloidin) showed proper polarity in cells thawed from P2D5-frozen RPE, with BEST1 expressed on the basolateral side and F-actin on the apical side (Fig. 2D). However, in thawed cells from P2D11- and P2D28-frozen RPE, BEST1, and F-actin expression were reduced and mislocalized, indicating that polarity was impaired or even abolished in these groups of cells (Fig. 2D).

**Fig. 2:**
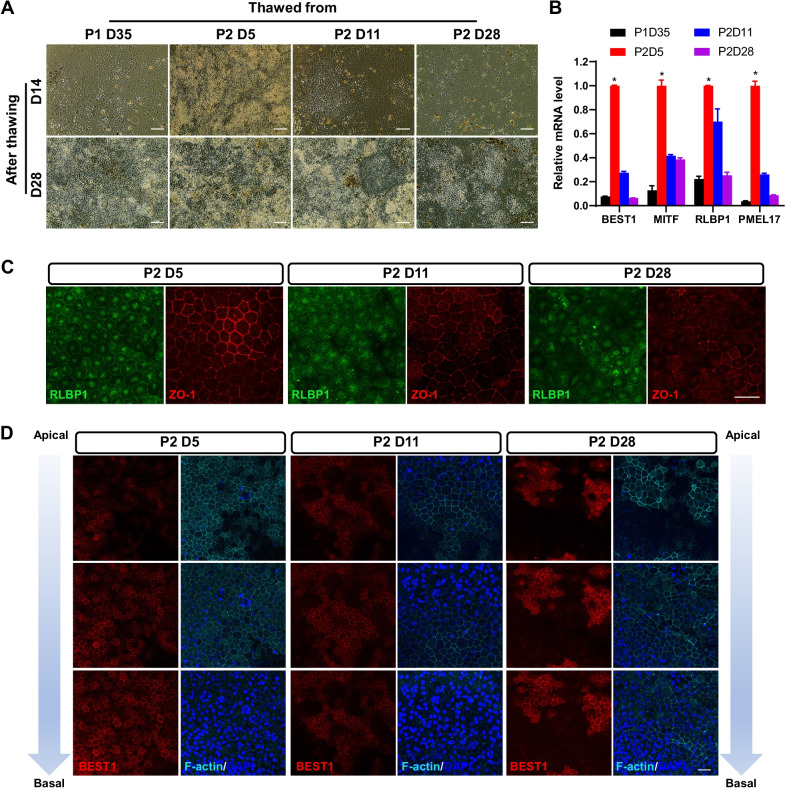
Frozen RPE at P2D5 showed highly expressed and properly localized RPE markers after thawing. **A** The bright-field images of thawed RPE cells frozen at indicated times at D14 (upper row) and D28 (lower row) post thaw, respectively. **B** RT-qPCR analysis of relative mRNA expression levels of RPE marker genes BEST1, MITF, RLBP1, and PMEL17 at D28 post thaw. GAPDH expression was used as internal control, and the values were normalized to the P2D5 group for each marker gene. *n* = 3 biological replicates. Data are represented as mean ± SD. Statistical differences are evaluated with two-way ANOVA with Bonferroni's post hoc test. *P < 0.05. **C** Immunostaining analysis for RLBP1 and ZO-1 expression in thawed RPE cells that were frozen at indicated time points at D28 post thaw, respectively. **D** Immunostaining analysis for BEST1 and F-actin (stained with Phalloidin) along the apical-to-basal axis of thawed RPE cells that were frozen at indicated time points at D28 post thaw, respectively. Nuclei were counter-stained with DAPI. Scale bars: 100 μm (**A**), 25 μm (**C**, **D**)

### Frozen RPE at P2D5 maintained function after thaw

The biological function of thawed RPE cells was then evaluated by examining PEDF secretion, transepithelial electrical resistance (TEER), and phagocytosis ability at D28 post thaw. ELISA revealed that RPE cells thawed from P2D5 secreted a high level of PEDF into the apical medium, whereas the cells from the other groups secreted much lower levels of PEDF (Fig. 3A). There was no significant difference in apical and basal levels of PEDF between the P1D35 and P2D28 groups, confirming the loss of cell polarity (Fig. 3A). P2D5 cells had a significantly higher TEER after thaw compared to other time points (Fig. 3B). Furthermore, an Alexa Fluor 488-labeled porcine rod outer segments (POS) phagocytosis assay revealed that P2D5 RPE had the best phagocytic ability compared post thaw (Fig. 3C). Overall, these findings demonstrated that freezing RPE at P2D5 preserved optimal biological functions after thaw.

**Fig. 3:**
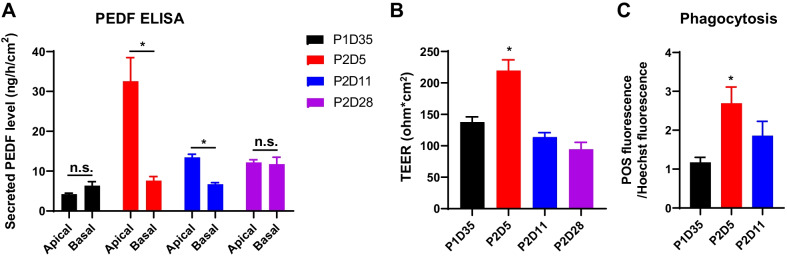
RPE frozen at P2D5 maintained the biological function after thawing. **A** Quantification analysis of PEDF secreted by thawed RPE cells frozen at indicated time points. PEDF secretion levels were measured by ELISA at D28 post thaw for both apical and basal compartments of transwell culture. **B** TEER of RPE cells at D28 post thaw. **C** Quantification analysis of relative fluorescence of 488-POS bound and ingested by RPE cells at D28 post thaw. *n* = 3 biological replicates. Data are represented as mean ± SD. Statistical differences are evaluated with two-way ANOVA with Bonferroni's post hoc test (**A**) or one-way ANOVA with Tukey's post hoc test (**B**, **C**). *P < 0.05

### P2D5 was the optimal time point for RPE cryopreservation regardless of freezing medium

To confirm that P2D5 was the best time for RPE cryopreservation, we used Genxin, a DMSO-free freezing medium, to cryopreserve the hESC-derived RPE cells. As expected, freezing RPE at P2D5 resulted in a higher attachment rate at D1 after thaw (Additional file 1: Fig. S1A). P2D5-frozen RPE cells expressed significantly higher levels of RPE markers at D28 post thaw than P2D11-frozen RPE cells (Additional file 1: Fig. S1B), indicating that freezing RPE at P2D5 provided the best post-thaw outcome regardless of the freezing medium used.

### Cell cycle and ECM-associated gene expression was enriched in P2D5 RPE

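RNA-seq libraries were made from poly(A) RNA of RPE cells differentiated from H9, an established human embryonic stem cell line. There were 3 libraries at day 35 of passage 1 (P1D35), 3 at day 5 of passage 2 (P2D5) and 3 at day 11 of passage 2 (P2D11). The authors aligned the reads to hg38 (GRCh38) with TopHat2, counted fragments on genes with featureCounts and deposited 1 FPKM value (fragments scaled by gene length and library size) for each of 58735 genes in each library. Each value multiplied by the gene's length and by 1 divisor per library came to a whole number of fragments for 100.00% of the values, with a largest deviation of 9.4e-05 fragments. The depth recovered in this way was 18979057 to 20529187 fragments on genes at P1D35 (median 19242778), 18571901 to 21830197 at P2D5 (median 20152417) and 19120992 to 22037182 at P2D11 (median 21717967). The divisor was not the total of these fragments. It was 0.8643, 1.0120 and 0.8927 times the total in P1D35 replicates 1, 2 and 3, then 1.0127, 1.0381 and 1.0257 times at P2D5, and 1.0625, 1.0991 and 1.1109 times at P2D11. In each of the 9 libraries it equalled the library's median-of-ratios scaling factor multiplied by the geometric mean of the 9 totals, so the deposited FPKM values already hold a scaling between libraries. No library was a copy of another, since the chi-square statistic per degree of freedom between the fragments of 2 replicates ran from 3.78 (P2D5 replicates 2 and 3) to 46.49 (P1D35 replicates 1 and 2), where sampling noise gives about 1.

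Comparisons between time points used limma with a trended variance on log2(FPKM + 1), with all 9 libraries in one fit, over the 14454 genes with FPKM above 1 in at least 1 library. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 1 in size, the thresholds of the study. Log2 fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Means are given with the SD over the 3 libraries of a time point. Part of the spread within a time point followed the GC content of the genes. Over 9678 genes with a mean FPKM above 2, the deviation of a library from the mean of its time point correlated with GC content with Spearman's rho of 0.62, -0.75 and 0.20 at P1D35, 0.63, -0.51 and -0.44 at P2D5, and 0.43, 0.56 and -0.73 at P2D11. These correlations are across genes, which are not independent replicates. A smooth trend on GC content accounted for 32.0% of the variance within time points, and for at most 1.33% in 100 shufflings of the GC values among genes.

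**Figure D1:**
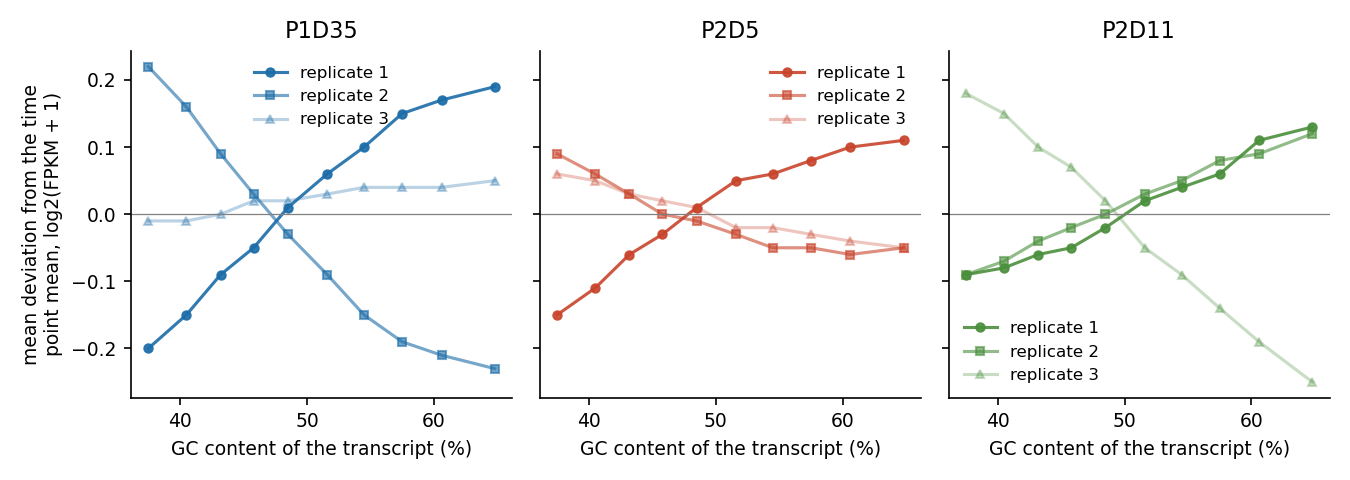
Mean deviation of each library from the mean of its time point, in log2 units (y axis), for 10 groups of genes ordered by GC content in percent (x axis), with 1 panel per time point and 1 line per replicate. In the group with the lowest GC content (median 37.5%) the P1D35 replicates 1 and 2 lay at -0.20 and 0.22, and P2D11 replicate 3 lay at 0.18.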

To investigate the molecular mechanisms underlying RPE cell tolerance to freezing at P2D5, we used RNA-seq to analyze RNA isolated from three independent cultures of hESC-derived RPE cells at P1D35, P2D5, and P2D11, respectively. The expected grouping among replicates of each time point was demonstrated by principal component analysis (PCA), with PC1 accounting for 57.8 percent of the variance and PC2 accounting for an additional 16.76% (Fig. 4A). 

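On log2(FPKM + 1) of the 14454 genes, centred and not scaled, PC1 carried 62.20% of the variance (jackknife standard error over libraries 7.68) and PC2 carried 17.34% (standard error 6.17). The scores on PC1 were -57.17, -37.37 and -46.96 for P1D35 replicates 1, 2 and 3, 26.22, 33.79 and 36.40 for P2D5, and -0.51, 17.31 and 28.29 for P2D11. The P1D35 libraries lay apart from the 6 passage 2 libraries on PC1, where P2D5 and P2D11 overlapped. On PC2 the P2D5 libraries scored 26.67, 12.41 and 16.01 and the P2D11 libraries -17.42, -11.86 and -31.91, with the P1D35 libraries between -13.84 and 17.94. Scaling every gene to unit variance moved the shares most, to 45.64% on PC1 and 25.21% on PC2. The loadings of the first 3 components correlated with GC content with Spearman's rho of -0.38, 0.63 and 0.45 across genes, which are not independent replicates. With the GC trend of each library removed, an alternative chosen after seeing the data, PC1 carried 64.75% and PC2 13.55%. On that PC1 the P2D5 libraries scored 31.14, 33.98 and 37.16 and the P2D11 libraries -2.89, 15.67 and 19.26. The overlap of P2D5 and P2D11 on PC1 was therefore absent in this setting.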

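In limma with Benjamini-Hochberg adjustment, 1629 of the 14454 genes tested passed both thresholds in at least 1 of the 3 pairwise comparisons. There were 1400 such genes between P2D5 and P1D35 and 265 between P2D5 and P2D11. Between P2D11 and P1D35, 291 genes were higher and 551 lower at P2D11. The higher genes ran from 191 without P2D11 replicate 3 to 459 without P2D11 replicate 1, and with FPKM per total of counted fragments, an alternative chosen after seeing the data, 561 were higher and 357 lower. The alternative that moved the total most was the adjusted p threshold without the fold threshold, at 7886 genes.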

We identified 4600 DEGs from RNA-seq data using the fold change > 2 and *P*_adj_ < 0.05 for comparisons between the three groups. Heatmap and hierarchical clustering analysis of all samples revealed distinct expression patterns of DEG sub-clusters and revealed that P2D5's transcriptomic profile resembled P2D11 more than P1D35 (Fig. 4B). 

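Over log2(FPKM + 1) of the 1629 genes called in any comparison, the Euclidean distance between a P2D5 and a P1D35 library was 66.5 ± 4.56 (SD, n = 9 pairs, from 59.8 to 73.7). Between a P2D5 and a P2D11 library it was 32.4 ± 5.55 (SD, n = 9 pairs, from 26.3 to 41.1), so the farthest P2D5 and P2D11 pair was closer than the nearest P2D5 and P1D35 pair. Within a time point the distance was 17.5 ± 4.24 at P1D35, 11.5 ± 2.64 at P2D5 and 20.5 ± 6.27 at P2D11 (SD, n = 3 pairs each). P1D35 and P2D11 libraries lay 52.5 ± 9.15 apart (SD, n = 9 pairs). The pairs share libraries and the genes were selected for differing between the time points, so these distances describe the libraries and are not a test. The mean distance of P2D5 to P1D35 was 2.05 times that to P2D11 (jackknife standard error 0.30), from 1.90 to 2.27 with 1 library left out at a time and 1.87 with a pseudocount of 0.1, the alternative with all 9 libraries that moved it most. In average-linkage clustering the 3 replicates of each time point joined first, at heights of 13.0 for P2D5, 19.6 for P1D35 and 23.9 for P2D11. P2D5 and P2D11 then joined at 32.4, and P1D35 joined them at 59.5.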

1462 DEGs were found to be upregulated in the P2D5 versus P1D35 comparison group, while 2064 were found to be down-regulated (Fig. 4C). 

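Of the 14454 genes tested, 606 were called higher and 794 lower at P2D5 than at P1D35. With FPKM computed per total of counted fragments, an alternative chosen after seeing the data, the calls were 820 higher and 616 lower, so the share of higher calls went from 43.3% to 57.1%. Among genes called in the same direction against both other time points, with every P2D5 library beyond every other library, genes with large changes were examined. TTR (ENSG00000118271, chromosome 18, 31557010 to 31599021, GRCh38), which encodes transthyretin, had an FPKM of 406 ± 55.9 (SD, n = 3) at P1D35 and 15.3 ± 2.82 (SD, n = 3) at P2D5. Its log2 fold change was -4.65 (standard error 0.15, adjusted p = 3.5e-07, limma with Benjamini-Hochberg adjustment). IGFBP5 (ENSG00000115461, chromosome 2, 216672105 to 216695525) went from 711 ± 55.5 to 55.7 ± 11.7 FPKM (SD, n = 3 each), with a log2 fold change of -3.67 (standard error 0.27, adjusted p = 8.2e-06, limma with Benjamini-Hochberg adjustment). In the other direction, ID3 (ENSG00000117318, chromosome 1, 23557918 to 23559794) rose from 9.28 ± 1.07 to 180 ± 8.07 FPKM (SD, n = 3 each), a log2 fold change of 4.15 (standard error 0.17, adjusted p = 7.1e-07, limma with Benjamini-Hochberg adjustment). MYBL2 (ENSG00000101057, chromosome 20, 43667019 to 43716496) rose from 2.59 ± 0.473 to 62.6 ± 3.4 FPKM (SD, n = 3 each), a log2 fold change of 4.15 (standard error 0.42, adjusted p = 4.8e-05, limma with Benjamini-Hochberg adjustment). With 1 library left out at a time, these 4 genes kept their direction and an adjusted p of at most 0.0007.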

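Between P2D5 and P2D11, 163 genes were called higher and 102 lower at P2D5. The balance depended on the setting, with 267 higher and 313 lower under a pseudocount of 0.1 and 331 and 364 under limma-voom. Of the alternatives chosen after seeing the data, FPKM per total of counted fragments gave 126 and 128 and limma-voom under a fragment filter 400 and 573. The number of higher genes was 99 without P2D5 replicate 3 and 200 without P2D11 replicate 2. TTR, ID3, IGFBP5 and MYBL2 had intermediate means at P2D11. TTR was at 97.2 ± 6.72 FPKM (SD, n = 3) at P2D11, and its log2 fold change at P2D5 was -2.60 (standard error 0.15, adjusted p = 2e-05, limma with Benjamini-Hochberg adjustment). ID3 was at 22.3 ± 6.01 FPKM (SD, n = 3), with a log2 fold change of 2.99 (standard error 0.17, adjusted p = 2e-05, limma with Benjamini-Hochberg adjustment). IGFBP5 was at 168 ± 78.3 FPKM (SD, n = 3), with a log2 fold change of -1.5 (standard error 0.27, adjusted p = 0.0076, limma with Benjamini-Hochberg adjustment). MYBL2 was at 21.1 ± 12.5 FPKM (SD, n = 3), with a log2 fold change of 1.76 (standard error 0.42, adjusted p = 0.026, limma with Benjamini-Hochberg adjustment). Without P1D35 replicate 3 or any 1 of the P2D5 libraries the adjusted p of MYBL2 was 0.052 to 0.097 (limma with Benjamini-Hochberg adjustment).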

334 DEGs were found to be upregulated in the P2D5 vs. P2D11 comparison group, while 611 were found to be down-regulated (Fig. 4D). 

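The higher lists of the comparisons with P1D35 and with P2D11 shared 131 genes, which was 80.4% of the shorter list, and the lower lists shared 66 genes, 64.7% of the shorter list. Both comparisons use the same P2D5 libraries, so their calls overlap even where the other changes are unrelated. In 100 simulations with lists of the same sizes and P2D5 libraries in common, the overlap was 51.5 genes on average and at most 63 for the higher lists, and 41.0 on average and at most 56 for the lower lists. The simulated lists were ranked by the difference over the SD, without the fold threshold of the calls. They therefore cannot tell how much of the observed overlap comes from the shared libraries. Single libraries weighed on the higher list, which held 85 genes without P2D5 replicate 1, 72 without P2D5 replicate 3 and 84 without P2D11 replicate 1. Of the 131 genes, 79, 68 and 76 were still called in these fits. With only the 6 libraries of each comparison in a fit the list held 87 genes. Removing the GC trend of each library left 109 of the 131 higher and 61 of the 66 lower genes called.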

Venn diagrams revealed that when comparing P2D5 to the other two groups, 323 genes were down-regulated and 239 were upregulated (Fig. 4E, F).

**Fig. 4:**
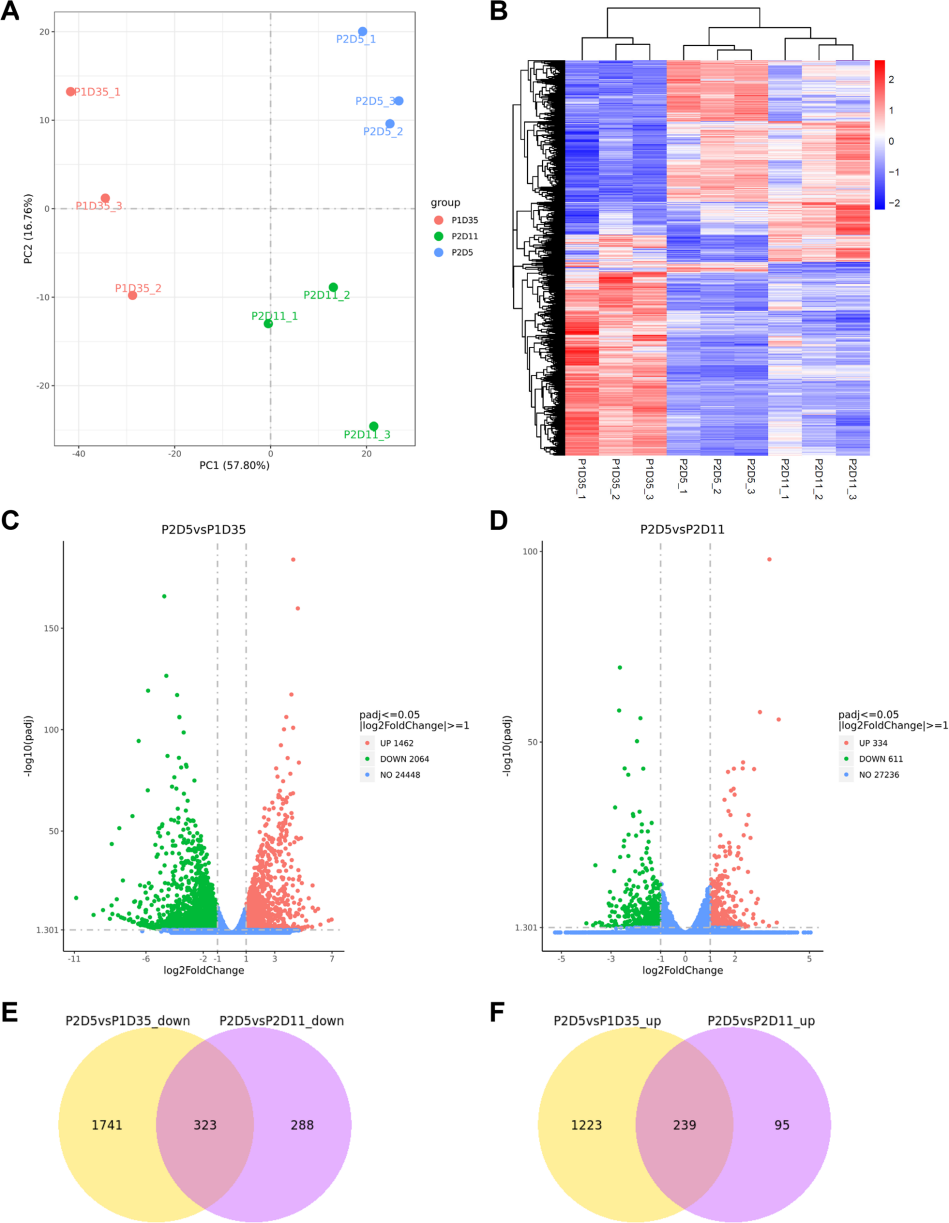
PCA and DEG analysis among the three groups of hESC-derived RPE. **A** PCA analysis of transcriptome for three-time points. B. Hierarchical clustering of all DEGs. **C**, **D**. Volcano plots of DEGs between P2D5 and P1D35 (P2D5 vs. P1D35) (**C**) and between P2D5 and P2D11 (**D**), respectively. Genes without significant differences are indicated by blue dots. The red dots indicate the upregulated genes, and the green dots indicate the down-regulated genes. Genes that are not significantly different between the two groups are indicated by blue dots.** E**. Venn diagram showing the overlap in the down-regulated DEGs between P2D5 versus P1D35 and P2D5 versus P2D11. **F** Venn diagram showing the overlap in the upregulated DEGs between P2D5 versus P1D35 and P2D5 versus P2D11. The numbers in each circle indicate the total number of different genes in each comparison group, and the number in the overlapping area represents the number of common genes between the two comparison groups

Because RPE cells at P2D5 were more resistant to freezing than P1D35 and P2D11, these shared DEGs that were either up or down-regulated in P2D5 vs. the other two groups are more likely to play roles in cell tolerance to freezing. 

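The GO terms were not used here. Lists of genes written before the data were examined stood in for them. Each was tested among the 66 genes lower at P2D5 than at both other time points. The test was Fisher's exact test (two-sided) against the 14454 genes tested, with Benjamini-Hochberg adjustment over 44 tests. These 44 cover both directions and also the study's own gene lists of Fig. 5D, 5E, 5F and Additional file 1: Fig. S2, chosen on these libraries. Of 36 tested genes of the visual cycle and RPE maturation, 8 were among the 66 (SERPINF1, IGFBP5, DCT, TTR, CHRNA3, BEST1, RGR and RDH5), an odds ratio of 70.5 (adjusted p = 2.5e-11, Fisher's exact test). The size of this odds ratio depended on the setting. It was 23.7 with a pseudocount of 0.1 and 188 with all genes above 0 tested. With limma-voom, chosen for the gene lists after seeing the data, it was 18.0. With 1 library left out at a time it ran from 62.9 to 99.4. The adjusted p in these settings was at most 6.1e-07 (Fisher's exact test). The visual cycle and RPE maturation list holds 5 of the 12 marker genes that the study shows in Additional file 1: Fig. S2. Of 102 tested ion channel genes, 3 were among the 66 (CHRNA3, BEST1 and CNGB3), an odds ratio of 6.87 (adjusted p = 0.046, Fisher's exact test). Of 195 tested solute carrier genes, 4 were among them (SLC6A13, SLC22A8, SLC26A7 and SLC39A12), an odds ratio of 4.79 (adjusted p = 0.046, Fisher's exact test). The last 2 results rest on few genes, and their adjusted p depends on which lists are among the 44 tests. With 1 library left out at a time the odds ratios ran from 4.76 to 8.44 and from 3.76 to 6.61, and each list lost an adjusted p below 0.05 in 5 of 9 fits.

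RGR (ENSG00000148604, chromosome 10, 84245053 to 84259960, GRCh38), a photoisomerase gene of the visual cycle named after its values were seen, had an FPKM of 36.9 ± 7.59 at P1D35, 2.83 ± 0.409 at P2D5 and 11.1 ± 1.78 at P2D11 (SD, n = 3 each). The log2 fold change at P2D5 was -3.30 against P1D35 (standard error 0.16, adjusted p = 1.1e-06) and -1.66 against P2D11 (standard error 0.16, adjusted p = 0.0003), both from limma with Benjamini-Hochberg adjustment. In camera, a competitive gene set test with a preset correlation of 0.01 between genes, the visual cycle and RPE maturation list had a median log2 fold change of -0.65 against P1D35 (27 of 36 genes lower, adjusted p = 6.8e-07) and -0.58 against P2D11 (31 of 36 genes lower, adjusted p = 4.2e-14). The ion channel list had medians of -0.41 (adjusted p = 8.3e-07) and -0.04 (adjusted p = 0.013) in the same test of limma, and the second had an adjusted p of 0.062 without P2D11 replicate 1. Fry, which estimates the correlation from the data, gave adjusted p below 0.05 in the same 4 cases.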

According to Gene Ontology (GO) analysis, the shared down-regulated genes in P2D5 were enriched in visual perception, ion channel activity, and transmembrane transport activity, all of which were associated with RPE cell maturation, implying that RPE cells at P2D5 were indeed immature (Fig. 5A). Noteworthily, the shared upregulated genes in P2D5 were enriched in the GO of extracellular matrix (ECM) binding and chromosome segregation, an important event during cell mitosis (Fig. 5B). 

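Of 54 tested genes of a chromosome segregation list, which left out the genes of Fig. 5D, 12 were among the 131 genes higher at P2D5 than at both other time points (UBE2C, BIRC5, KIF20A, KIF22, CDCA5, KIF2C, AURKA, SPC24, AURKB, CDCA8, CENPA and KIF18B). The odds ratio was 34.2 (adjusted p = 6.7e-13, Fisher's exact test). It depended on the libraries in the fit and did not pass 0.05 in 5 of the 9 fits that each left out 1 library. In these it was 5.44 without P1D35 replicate 3, 3.22, 2.70 and 3.81 without P2D5 replicates 1, 2 and 3, and 3.25 without P2D11 replicate 1 (adjusted p from 0.18 to 0.77, Fisher's exact test). The median log2 fold change of the list at P2D5 was 1.79 against P1D35, with 54 of 54 genes higher (limma's camera, adjusted p = 3.5e-18), and 0.79 against P2D11, with 49 of 54 higher (camera adjusted p = 1e-08). Under fry in limma the first call held (adjusted p = 0.0019) and the second did not (adjusted p = 0.12). With 1 library left out at a time, camera gave the list an adjusted p of at most 7.7e-07 against P2D11. BIRC5 (ENSG00000089685, chromosome 17, 78214186 to 78225636, GRCh38), named after its values were seen, had an FPKM of 1.81 ± 0.405 at P1D35, 32.3 ± 1.47 at P2D5 and 11.5 ± 6.02 at P2D11 (SD, n = 3 each). Of 29 tested laminin, integrin and thrombospondin genes, 2 were among the 131 (ITGA3 and THBS3), an odds ratio of 8.21 that did not pass the correction (adjusted p = 0.089, Fisher's exact test). Both are genes of Fig. 5E, which the study chose on these libraries and which were not left out of this list. The odds ratio of the list is therefore not independent evidence. It passed with a pseudocount of 0.1 (11.3, adjusted p = 0.0031) and with limma-voom on the recovered fragments (8.82, adjusted p = 0.0076, Fisher's exact test), an alternative that was chosen for the gene lists after seeing the data. The median log2 fold change of these 29 genes was 0.16 against P1D35 (15 of 29 higher, limma's camera, adjusted p = 0.19) and 0.20 against P2D11 (18 of 29 higher, adjusted p = 0.22). With the GC trend of each library removed, an alternative chosen after seeing the data, the odds ratio was 4.22 (adjusted p = 0.6, Fisher's exact test). Fry in limma, which does not compare the list with the other genes, gave adjusted p of 0.00055 and 0.0032. The odds ratio was 15.2 without P2D5 replicate 3 (adjusted p = 0.042) and 12.9 without P2D11 replicate 1 (adjusted p = 0.049, Fisher's exact test).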

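KEGG pathways were not used here. Of 42 tested genes of a DNA replication list, which left out the genes of Fig. 5D, 10 were among the 131 genes higher at P2D5 than at both other time points (TK1, FEN1, MCM5, CDT1, TYMS, UHRF1, GINS1, GINS2, CDC45 and ORC1), an odds ratio of 36.8 (adjusted p = 2.5e-11, Fisher's exact test). The list did not pass 0.05 in 4 of the 9 fits that each left out 1 library. The odds ratio was 4.16 and 3.49 without P2D5 replicates 1 and 2 and 8.73 without P2D11 replicate 1, and without P2D5 replicate 3 none of the 42 was called, among 72 genes in all (adjusted p from 0.091 to 1, Fisher's exact test). The median log2 fold change of the list at P2D5 was 1.46 against P1D35 (42 of 42 genes higher, limma's camera, adjusted p = 4.2e-15, fry adjusted p = 0.0015) and 0.68 against P2D11 (41 of 42 higher, camera, adjusted p = 4.7e-11, fry adjusted p = 0.043). The cell cycle genes of Fig. 5D and the ECM genes of Fig. 5E, which the study chose on these libraries, gave odds ratios of 262 (adjusted p = 4.8e-15) and 110 (adjusted p = 0.003) in Fisher's exact test, and these are not independent evidence.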

The KEGG pathway analysis revealed that the cell cycle, ECM-cell interaction, and focal-adhesion pathways were among the only five significantly enriched pathways (*P*_adj_ < 0.05). (Fig. 5C). Indeed, 13 cell cycle-related genes and 6 ECM-cell interaction related genes (overlapping with focal-adhesion related genes) were found to be highly expressed exclusively in RPE cells at P2D5 (Fig. 5D, E). 

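All 13 genes of Fig. 5D were higher at P2D5 in limma with Benjamini-Hochberg adjustment, with log2 fold changes from 1.11 to 3.28 against P1D35 and from 0.93 to 1.67 against P2D11 and adjusted p of at most 0.034. In each of the 13, every P2D5 library lay above the 6 other libraries (for a gene not chosen on these libraries, chance gives this order 1 time in 84, and the study chose these 13 on them). Past the fold threshold as well, 13 were called against P1D35 and 9 against both. The number called against both was 4 without P2D5 replicate 1, P2D5 replicate 3 or P2D11 replicate 1. Without P2D5 replicate 3, 6 of the 13 had an adjusted p below 0.05 against both. CDC20 (ENSG00000117399, chromosome 1, 43358955 to 43363203, GRCh38) had an FPKM of 3.64 ± 0.985 at P1D35, 43.5 ± 2.24 at P2D5 and 14.7 ± 7.75 at P2D11 (SD, n = 3 each). It changed by a log2 fold change of 3.28 against P1D35 (standard error 0.36, adjusted p = 8.9e-05) and 1.67 against P2D11 (standard error 0.36, adjusted p = 0.018), and the latter had an adjusted p of 0.056 to 0.077 without any 1 of the P2D5 libraries (limma with Benjamini-Hochberg adjustment). PLK1 (ENSG00000166851, chromosome 16, 23677656 to 23690367) had an FPKM of 1.17 ± 0.118, 16.3 ± 0.747 and 5.88 ± 2.84 in the same order (SD, n = 3 each), with log2 fold changes of 2.99 (standard error 0.27, adjusted p = 2.7e-05) and 1.43 (standard error 0.27, adjusted p = 0.0098, and 0.052 without P2D5 replicate 3, limma with Benjamini-Hochberg adjustment). CDC6 (ENSG00000094804, chromosome 17, 40287633 to 40304657) had an FPKM of 0.261 ± 0.0480, 6.73 ± 0.269 and 2.35 ± 1.19 (SD, n = 3 each), with log2 fold changes of 2.62 (standard error 0.23, adjusted p = 2.4e-05) and 1.28 (standard error 0.23, adjusted p = 0.0081, limma with Benjamini-Hochberg adjustment). Fragments of PTTG1 can be split with PTTG2 and PTTG3P, near copies in the same annotation, so its value is uncertain.

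Of the 6 genes of Fig. 5E, 4 were above the FPKM filter, and all 4 had an adjusted p below 0.05 against both time points, with 2 past the fold threshold in both (THBS3 and ITGA3). The number past both thresholds was 4 with a pseudocount of 0.1 and 4 with limma-voom. Of the alternatives chosen after seeing the data, it was 6 with limma-voom under a fragment filter and 1 with the GC trend of each library removed. It was 2 with limma-voom and the GC trend removed, and 1 with FPKM per total of counted fragments. THBS3 (ENSG00000169231, chromosome 1, 155195588 to 155209051) had an FPKM of 1.84 ± 0.148, 5.59 ± 0.280 and 2.22 ± 0.0768 (SD, n = 3 each), with log2 fold changes of 1.22 (standard error 0.09, adjusted p = 7.8e-06) and 1.03 (standard error 0.09, adjusted p = 0.00015, limma with Benjamini-Hochberg adjustment). VWF (ENSG00000110799, chromosome 12, 5948874 to 6124770), whose fragments can be shared with the pseudogene VWFP1, was below the FPKM filter in every library, with 10, 5 and 8 fragments at P1D35, 63, 64 and 51 at P2D5 and 15, 23 and 40 at P2D11. In limma-voom on the recovered fragments of 16910 genes with at least 10 fragments in at least 3 libraries, an alternative chosen after seeing the data, its log2 fold change was 2.75 (standard error 0.48, adjusted p = 0.00068) and 1.44 (standard error 0.36, adjusted p = 0.022).

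**Figure D2:**
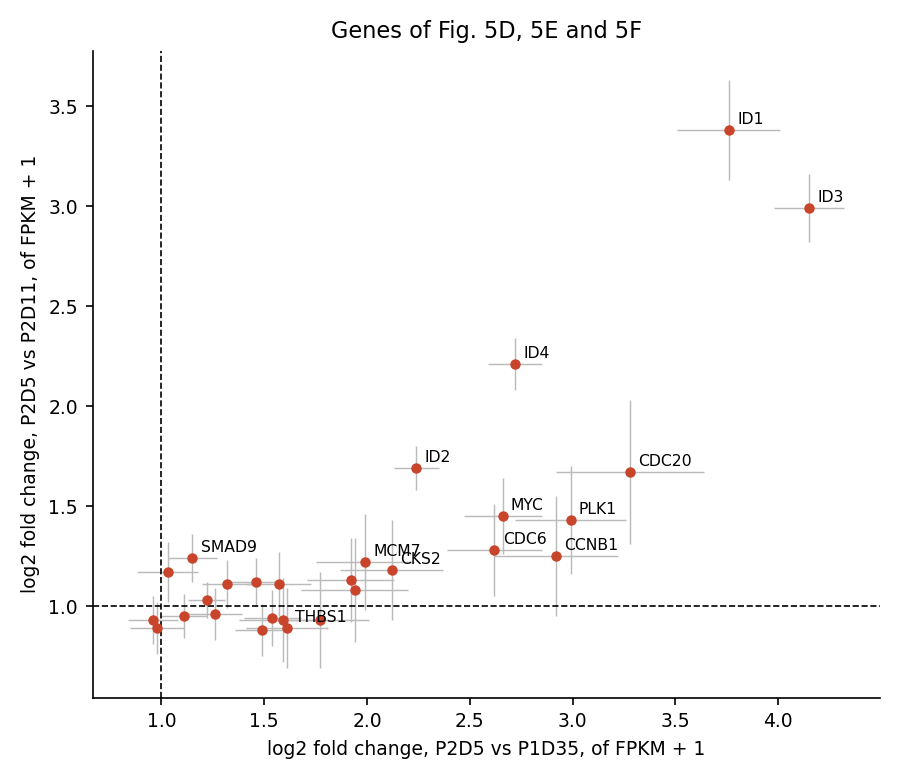
Log2 fold changes of the 28 tested genes of Fig. 5D, 5E and 5F on the log2(FPKM + 1) scale, P2D5 against P1D35 (x axis) and P2D5 against P2D11 (y axis), with 1 point per gene, standard errors as bars and dashed lines at a log2 fold change of 1. CDC20 lies at 3.28 and 1.67, and several genes lie below the line against P2D11.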

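Of the 30 genes drawn in Fig. 5F, 28 were tested, and all 28 had an adjusted p below 0.05 against both time points in limma with Benjamini-Hochberg adjustment, also when adjusted over the list alone. The study chose these genes on the same libraries, so the latter is not independent evidence. Past the fold threshold, 26 were called against P1D35 and 19 against both. The number with an adjusted p below 0.05 against both was 19 without P2D5 replicate 3. MYC (ENSG00000136997, chromosome 8, 127735434 to 127741434, GRCh38) had an FPKM of 4.11 ± 1.41 at P1D35, 30.4 ± 1.25 at P2D5 and 10.5 ± 1.36 at P2D11 (SD, n = 3 each). MYC changed by a log2 fold change of 2.66 against P1D35 (standard error 0.19, adjusted p = 7.4e-06) and 1.45 against P2D11 (standard error 0.19, adjusted p = 0.0017, limma with Benjamini-Hochberg adjustment). THBS1 (ENSG00000137801, chromosome 15, 39581079 to 39599466) had an FPKM of 2.61 ± 1.05, 9.66 ± 0.667 and 4.80 ± 0.924 in the same order (SD, n = 3 each). THBS1 changed by a log2 fold change of 1.61 against P1D35 (standard error 0.20, adjusted p = 0.00019) and 0.89 against P2D11 (standard error 0.20, adjusted p = 0.022, limma with Benjamini-Hochberg adjustment). The second was below the fold threshold, and its adjusted p was 0.060 to 0.089 without any 1 of the P2D5 libraries and 0.079 without P2D11 replicate 1. It passed both thresholds with a pseudocount of 0.1 (1.01, adjusted p = 0.039) and in limma-voom on the recovered fragments (1.03, adjusted p = 0.011), the latter chosen for single genes after seeing the data.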

The STRING database was used to analyze further the interactions of the clustered genes enriched from KEGG analysis, which revealed that THBS1 and MYC were located at the core of the interaction network diagram (Fig. 5F). 

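As groups, the cell cycle genes of Fig. 5D had a median log2 fold change of 1.94 against P1D35 and 1.13 against P2D11, and the 4 tested genes of Fig. 5E had 1.34 and 0.96. Between P2D11 and P1D35 the medians were 0.84 and 0.26. The libraries were made from cells before freezing, and none carries a measurement after thawing. The paper takes the genes that differed at P2D5 from both other time points as those more likely to act in freezing tolerance, because frozen P2D5 cells did best after thawing. From the enrichment of cell cycle, mitosis and ECM terms among the higher genes, and from the network with THBS1 and MYC at its core, it proposes that high expression of these genes may contribute to the tolerance.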

Overall, these findings suggested that high expression of cell cycle/mitosis genes and ECM-associated genes may contribute to P2D5 RPE cell tolerance to freezing.

**Fig. 5:**
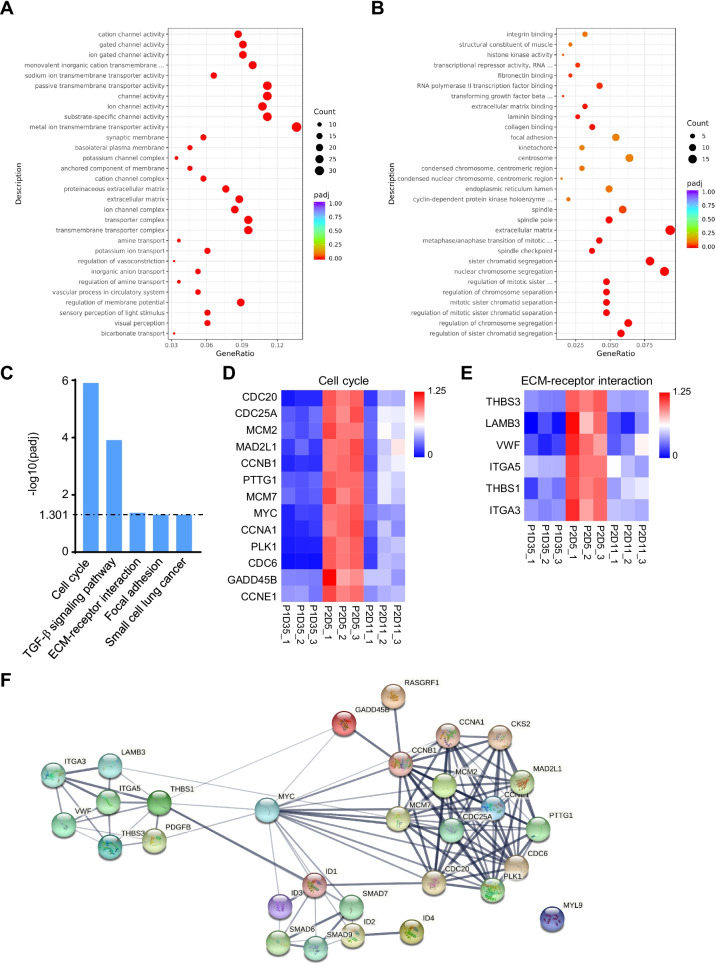
GO enrichment and KEGG pathway analysis. **A** Dot plots displaying the top 30 enriched GO categories among the shared down-regulated DEGs in P2D5 versus P1D35 and P2D11. **B** Dot plots displaying the top 30 enriched GO categories among the shared upregulated DEGs in P2D5 versus P1D35 and P2D11. The size of the circles indicates the number of DEGs that fall into the GO terms. The color of the circle represents the significance of the enriched GO terms. **C** KEGG pathways significantly enriched in shared upregulated DEGs in P2D5 vesus P1D35 and P2D11 (*P*_adj_ < 0.05). **D** Heatmap representing the relative FPKM of cell cycle-associated genes indicated by KEGG pathway analysis among the samples (normalized to average FPKM of P2D5 group). **E** Heatmap represented the FPKM of ECM-receptor interaction associated genes indicated by KEGG pathway analysis among the samples (normalized to average FPKM of P2D5 group). **F** Protein–protein interaction (PPI) network diagram of the DEGs that were clustered in significantly enriched KEGG pathways. Line thickness indicates the strength of data support

### hESC-derived RPE experienced a 1-week exponential stage upon passaging

To validate the RNA-seq analysis results, we observed the cell morphology and counted the cell number over time in hESC-derived RPE. After being passaged, the cells lost their hexagonal morphology and melanin pigmentation (Fig. 6A). After 10 days, the cells gradually reestablished the tight junction and regained hexagonal morphology and pigmentation. During the first week, RPE cells increased steadily and gradually. Following that, the growth rate slowed dramatically, and the cell number reached a plateau (Fig. 6B). We performed an EdU labeling assay over a 24-h period to further detect DNA synthesis in proliferating RPE cells [36]. EdU incorporation was abundant in the first week (Fig. 6C), indicating that the cells were actively proliferating. Only sporadic EdU incorporation was observed on days 11–14 (Fig. 6C, D). By day 28 (D28), the cells had matured, with increased melanin pigmentation and little EdU incorporation (Fig. 6A, C, D). Furthermore, four groups of RPE marker genes, including MITF, TYR and PMEL17 (pigmentation associated), RDH5, RLBP1 and RPE65 (visual cycle associated), BEST1, EZR and ZO-1 (polarity and tight junction), and VEGFA/B and PEDF (secretion), were selected from the RNA-seq data and their expression pattern indicated that RPE cells at P2D5 were immature and less functional compared to other time points (Additional file 1: Fig. S2). These findings demonstrated that the hESC-derived RPEs cells entered an exponential stage after passaging and underwent dedifferentiation only in the first week. As a result, RPE cells at P2D5 were proliferative with active DNA synthesis, consistent with the RNA-seq findings. 

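Of the 12 marker genes, 10 had a lower mean at P2D5 than at P1D35 and 11 a lower mean than at P2D11 on the log2(FPKM + 1) scale. In limma with Benjamini-Hochberg adjustment, 7 were lower than at P1D35 with an adjusted p below 0.05 (8 when adjusted over the list alone) and 5 were lower than at P2D11 (7 when adjusted over the list alone). The study chose the list from these libraries, so the counts are not independent evidence. Past the fold threshold as well, 5 were called against P1D35 and 4 against P2D11. Without P2D5 replicate 1 or P2D11 replicate 3 the latter was 3. BEST1 (ENSG00000167995, chromosome 11, 61949821 to 61965515, GRCh38) had an FPKM of 80.8 ± 13.0 at P1D35, 17.6 ± 0.705 at P2D5 and 67.8 ± 6.66 at P2D11 (SD, n = 3 each). Its log2 fold change at P2D5 was -2.12 against P1D35 (standard error 0.13, adjusted p = 2.8e-06) and -1.88 against P2D11 (standard error 0.13, adjusted p = 3.2e-05, limma with Benjamini-Hochberg adjustment). RDH5 (ENSG00000135437, chromosome 12, 55720367 to 55724705) had an FPKM of 13.8 ± 4.50, 2.96 ± 0.238 and 12.6 ± 1.59 in the same order (SD, n = 3 each), with log2 fold changes of -1.87 (standard error 0.18, adjusted p = 4.4e-05) and -1.78 (standard error 0.18, adjusted p = 0.00047, limma with Benjamini-Hochberg adjustment). SERPINF1 (ENSG00000132386, chromosome 17, 1761959 to 1777574), which encodes PEDF, had an FPKM of 1540 ± 248, 454 ± 23.1 and 1160 ± 48.0 (SD, n = 3 each), with log2 fold changes of -1.75 (standard error 0.12, adjusted p = 7.1e-06) and -1.35 (standard error 0.12, adjusted p = 0.00022, limma with Benjamini-Hochberg adjustment). RLBP1 (ENSG00000140522, chromosome 15, 89209869 to 89221751) had an FPKM of 126 ± 29.7, 51.7 ± 1.34 and 84.7 ± 13.9 (SD, n = 3 each), with log2 fold changes of -1.24 (standard error 0.17, adjusted p = 0.00029) and -0.69 (standard error 0.17, adjusted p = 0.029, limma with Benjamini-Hochberg adjustment). The second had an adjusted p from 0.068 to 0.11 without any 1 of the P2D5 libraries and without P2D11 replicate 2 or 3.

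VEGFA (ENSG00000112715, chromosome 6, 43770184 to 43786487) was lower against P1D35, from 20.9 ± 6.15 to 7.11 ± 1.94 FPKM (SD, n = 3 each, adjusted p = 0.0052), and not distinguishable from P2D11 at 12.2 ± 6.75 FPKM (SD, n = 3, adjusted p = 0.24, limma with Benjamini-Hochberg adjustment). VEGFB (ENSG00000173511, chromosome 11, 64234538 to 64238793) went from 281 ± 44.3 at P1D35 to 174 ± 6.82 at P2D5 (SD, n = 3 each, adjusted p = 0.0055) and stood at 196 ± 33.1 at P2D11 (SD, n = 3, adjusted p = 0.52, limma with Benjamini-Hochberg adjustment). RPE65 (ENSG00000116745, chromosome 1, 68428822 to 68449959) did not differ beyond the replicate error, at 1.99 ± 0.712, 1.90 ± 1.04 and 2.66 ± 1.02 FPKM (SD, n = 3 each, adjusted p = 0.83 and 0.44, limma with Benjamini-Hochberg adjustment), and against P1D35 its log2 fold change went from -0.09 to 0.25 without P2D5 replicate 1 and 0.05 without P1D35 replicate 3. EZR (ENSG00000092820, chromosome 6, 158765741 to 158819412) stood at 103 ± 19.7, 117 ± 6.67 and 101 ± 7.90 FPKM (SD, n = 3 each, adjusted p = 0.29 and 0.35, limma with Benjamini-Hochberg adjustment). TJP1 (ENSG00000104067, chromosome 15, 29699367 to 29968865), which encodes ZO-1, was higher at P2D5 than at P1D35, at 12.1 ± 1.29 against 8.23 ± 1.93 FPKM (SD, n = 3 each, adjusted p = 0.027, and 0.055 to 0.095 without P1D35 replicate 1 or 3 or P2D5 replicate 2 or 3), and stood at 13.1 ± 1.84 FPKM (SD, n = 3) at P2D11 (adjusted p = 0.71, limma with Benjamini-Hochberg adjustment).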

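The 54 tested chromosome segregation genes were also followed in each library, relative to their mean log2(FPKM + 1) at P2D5. The median difference was -1.86, -1.75 and -1.83 at P1D35 (replicates 1, 2 and 3) and -0.02, -0.01 and 0.07 at P2D5. At P2D11 it was -1.52 in replicate 1, -0.39 in replicate 2 and -0.31 in replicate 3, so replicate 1 lay nearer to the P1D35 libraries and the other 2 nearer to P2D5. For the 13 genes of Fig. 5D the median was -1.92, -2.17 and -1.94 at P1D35 and -1.73, -0.88 and -0.94 at P2D11, which puts replicates 2 and 3 about midway. The median FPKM of the 54 chromosome segregation genes was 0.456, 0.603 and 0.554 at P1D35, 5.64, 5.49 and 5.88 at P2D5, and 1.1, 3.77 and 4.29 at P2D11. TOP2A (ENSG00000131747, chromosome 17, 40388516 to 40417950, GRCh38), which encodes a DNA topoisomerase and was named after its values were seen, had an FPKM of 0.743 ± 0.503 at P1D35, 9.00 ± 2.84 at P2D5 and 8.20 ± 5.41 at P2D11 (SD, n = 3 each). Its log2 fold change at P2D5 was 2.52 against P1D35 (standard error 0.46, adjusted p = 0.0017) and 0.31 against P2D11 (standard error 0.46, adjusted p = 0.7, limma with Benjamini-Hochberg adjustment).

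**Figure D3:**
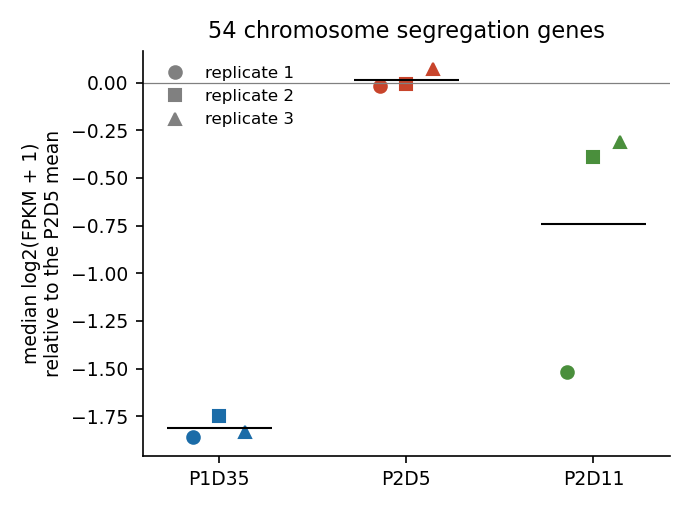
Median log2(FPKM + 1) of 54 chromosome segregation genes relative to their mean at P2D5 (y axis), with 1 point per library in the 3 time points (x axis) and a horizontal line at the mean of each time point. The P2D5 libraries sit between -0.02 and 0.07, and P2D11 replicate 1 sits at -1.52.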

To confirm that freezing RPE during the exponential phase is critical for cryopreservation success, we frozed cells at P2D3, P2D7, P2D14, and P2D21 and examined the recovery and survival, and attachment rates after thawing. Indeed, RPE cells frozen at P2D3 and P2D7 at the exponential phase showed significantly higher attachment rates than other time points (Fig. 6E), confirming that the exponential phase is optimal for RPE cryopreservation.

**Fig. 6:**
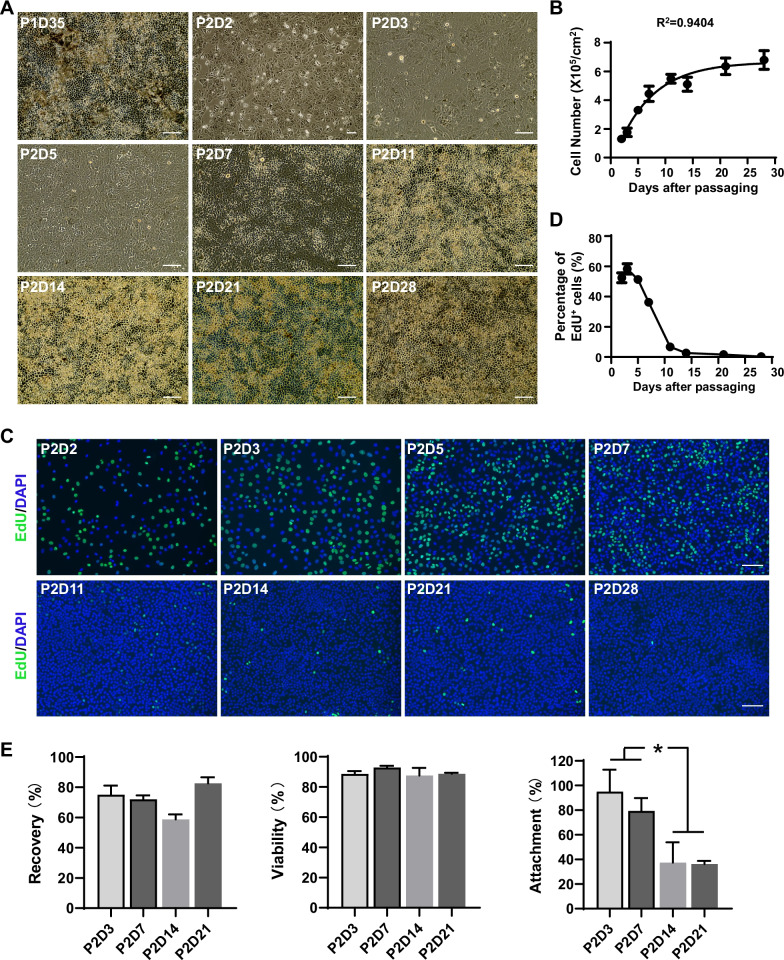
hESC-derived RPE required a 1-week exponential stage upon passaging. **A** Representative bright-field images showed the morphology of hESC-derived RPE cells at different time points in culture. **B** The growth curve of hESC-derived RPE was plotted as the cell number versus culture time. The data were fitted with an exponential-plateau model with *R*^2^ = 0.9404. **C** Representative fluorescent images of EdU-labeled RPE cells at different time points in culture. The nuclei were counter-stained with DAPI. Scale bars: 100 µm. **D** The quantification of the percentage of EdU-labeled RPE cells at different time points in culture. **E** The recovery, viability, and attachment rates were measured upon thawing of hESC-derived RPE cells frozen at indicated time points. *n* = 3 independent experiments; Data are represented as mean ± SD. Statistical differences are evaluated with one-way ANOVA with Tukey's post hoc test. *P < 0.05

## Discussion

The clinical use of hESC-derived RPE in cell-replacement therapy for retinal degenerative diseases requires successful cryopreservation. However, it is unclear whether the freezing time point/phase affects the success of cryopreservation. To answer this question, we froze hESC-derived RPE cells at various time points (P1D35, P2D5, P2D11, and P2D28) after seeding and found that the cryopreserved cells at P2D5 retained the best RPE cellular phenotype and function in vitro and exhibited the highest post-thaw viability. Furthermore, RNA-seq analysis was performed and differentially expressed genes (DEGs) were identified in P2D5 RPE cells compared with other two groups (P1D35 and P2D11). Gene Ontology analysis was implemented to recognize the functions of DEGs in P2D5 group. KEGG pathway enrichment and PPI network were employed to address the key elements responsible for better cryopreservation outcomes.

The main objective of this study was to investigate the optimal timing for processing and cryopreservation of hESC-derived RPE cells. The first step was to analyze the recovery rate and viability rate for cells frozen at different timepoints (P1D35, P2D5, P2D11, and P2D28). Our results showed that in all cases, cryopreservation of RPE in CS10 maintained a high cell recovery and cell viability (Figs. 1, 6). No difference was observed between cells frozen at different timepoints right after thawing (Fig. 1, 6). For cells frozen at P2D11 and P2D28, their recovery rate was lower than viability rate, suggesting relatively more cells were lost during washing (Fig. 1). Further characterization was performed to monitor RPE molecular and phenotypic characteristics and function after cryopreservation. Molecular injuries could take hours or days to manifest. Herein, we evaluated apoptosis and cell attachment after 24-h culture. As shown in Fig. 1D, cell attachment of RPE frozen at different timepoints was variably affected. The attachment rate observed in cells frozen at P2D5 remained high (88%), while the percent of attached cells reduced to less than 35% for cells frozen at P1D35, P2D11, and P2D28 (33%, 32% and 35%, respectively). Of the detached cells in P2D5 group, about 8% were apoptotic, 10% in P1D35, 24% in P2D11, and 37% P2D28 groups (Fig. 1F), suggesting that lower adherence capability but not apoptosis was the key factor for cell loss. Functional assessment was performed after 28 days of culture. As a result, cryopreserved P2D5 cells exhibited a more homogeneous population with hexagonal shape, better epithelial polarity, better tight junctions that resulted in higher TEER values, RPE-related gene expression, PEDF secretion, and phagocytosis activity post-thaw compared with other groups (Figs. 2, 3). We noted patches of cells presented with darker pigmentation and a stronger RLBP1 immunostaining in the culture well of cells frozen at P2D28 in comparison with the other groups (Fig. 2A, C). This might be due to the longer culture time before freezing, which enhanced maturation of those cells. Unlike the P2D5 group, which grew into highly pure RPE cells, cells frozen at P2D28 grew into heterogeneous RPE population with more fibroblast-like cells after 28 days of culture post thaw. As a result, the average expression levels of pigmentation related genes (MITF and PMEL17) and RLBP1 were significantly lower than cells frozen at P2D5 (Fig. 2B). Overall, the choice of freezing time significantly affected the thawing outcomes and the RPE cells frozen at P2D5 recovered best after thaw.

RNA-Seq enabled us to compare gene profiles of RPE cells at different culture time points. As a result, a total of 562 DEGs, including 323 down-regulated and 239 upregulated DEGs, were identified in P2D5 cells. KEGG analysis of DEGs exclusively upregulated in P2D5 revealed that the DEGs were mainly enriched in five signal pathways, such as cell cycle, ECM-cell interaction, and focal-adhesion pathways and likely contributed to increased proliferation and adhesion of P2D5 cells (Figs. 4, 5). Cell cycle was the most enriched signal pathway for the P2D5-high DEGs (Fig. 5C). To validate the transcriptomic data on the proliferation state of cells in each group, cell growth curve analysis and EdU cell proliferation assay were performed. As shown in Fig. 6, P2D5 cells demonstrated a higher proliferation rate than the other 3 groups. They grew exponentially (in exponential phase) while P2D11 cells had entered a deceleration phase, and P2D28 had almost no proliferation. Previous studies have shown that induced pluripotent stem cells (iPSC) were also found to be best cryopreserved at the exponential growth phase [37]. We therefore hypothesized that exponential phase was the optimal growth phase for RPE cryopreservation and then addressed this hypothesis by comparison of the recovery rate, viability rate and attachment rate for cells frozen at different phases of the growth. Our results confirmed that cells at exponential growth phase (P2D3, P2D5 and P2D7) favored a good recovery (Fig. 1, 6). We noticed that the changes in growth rate were correlated with those in morphology. The characteristic hexagonal morphology and pigmentation were lost during the lag phase (around 2 days). RPE cells gradually reestablished hexagonal morphology in the exponential phase (around 5 days) and entered the deceleration phase (around 6 days) with more polygonal morphology (Fig. 6A, C, D). At this time, pigmentation levels were still low, although patches of pigmentation could be observed. Cells became polarized, hexagonal and fully pigmented at the stationary stage. Although the morphological changes of the RPE cells were useful to grossly evaluate stages of cells, hESC-RPE cells from the same well did not always mature with the same speed, which made accurate quantification challenging. It would be impractical to use the cell morphology as the selection criterion for timing of RPE cryopreservation. Previous studies have suggested that RPE cells freeze best prior to pigmentation, which was between 2 to 7 days after plating [19, 38]. For our cells, pigmentation started to show at around day 3 and freezing cells at day 3 did not perform better than other timepoints in exponential growth phase (Fig. 6E). Although the expression levels of pigmentation related genes in P2D5 group showed a tendency toward downregulation compared to the other groups, the differences did not reach statistical significance (Additional file 1: Fig. S2). This was not surprising to us since it had been reported earlier that the level of pigmentation did not reflect the maturation state of hESC-RPE [39]. However, we cannot rule out that pigment has some role in cryopreservation tolerance. 

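MITF (ENSG00000187098, chromosome 3, 69739435 to 69968337, GRCh38) had an FPKM of 18.9 ± 4.75 at P1D35, 17.4 ± 2.00 at P2D5 and 25.4 ± 3.73 at P2D11 (SD, n = 3 each). Its log2 fold change at P2D5 was -0.09 against P1D35 (standard error 0.18, adjusted p = 0.71), with the sign reversed to 0.08 without P1D35 replicate 2, and -0.52 against P2D11 (standard error 0.18, adjusted p = 0.089, and 0.047 and 0.049 without P1D35 replicates 1 and 2, limma with Benjamini-Hochberg adjustment). TYR (ENSG00000077498, chromosome 11, 89177452 to 89295759) had an FPKM of 103 ± 15.8, 79.0 ± 14.4 and 160 ± 8.00 in the same order (SD, n = 3 each). TYR changed by a log2 fold change of -0.39 against P1D35 (standard error 0.15, adjusted p = 0.063, and 0.041 and 0.033 without P1D35 replicate 1 and P2D5 replicate 2) and -1.02 against P2D11 (standard error 0.15, adjusted p = 0.0031, limma with Benjamini-Hochberg adjustment). The latter stayed between -1.15 and -0.89 with 1 library left out at a time, with an adjusted p of at most 0.023. PMEL (ENSG00000185664, chromosome 12, 55954105 to 55973317), which encodes PMEL17, had an FPKM of 2850 ± 519, 2190 ± 33.1 and 2880 ± 159 (SD, n = 3 each). PMEL changed by a log2 fold change of -0.36 against P1D35 (standard error 0.13, adjusted p = 0.048) and -0.39 against P2D11 (standard error 0.13, adjusted p = 0.084, limma with Benjamini-Hochberg adjustment). The former had an adjusted p from 0.062 to 0.17 in 8 of the 9 fits that each left out 1 library, and the latter was at 0.04 without P1D35 replicate 2. With the GC trend of each library removed, an alternative chosen after seeing the data, the adjusted p against P2D11 was 0.027 for MITF and 0.021 for PMEL, and that against P1D35 was 0.013 for TYR and 0.058 for PMEL (limma with Benjamini-Hochberg adjustment).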

The role of pigmentation in cryopreservation requires more investigation. Taken together, we propose that RPE cells at the exponential phase can be selected for cryopreservation. Since the cell state may vary between differentiation methods or cell lines, determination of the exponential phase is preferred for RPE cultured in different labs before freezing the cells.

To define the core factors responsible for the improved post-thaw outcomes of P2D5 group, GO (Gene Ontology) and STRING analysis were conducted. GO analysis identified that biological processes and molecular functions associated with RPE cell polarity and maturation were down-regulated while those associated with extracellular matrix (ECM) binding and cell cycles were significantly upregulated in the P2D5 group (Fig. 5A), indicating the less maturation, active proliferation, and higher attachment properties of P2D5 cells. These interconnected properties of P2D5 cells may be vital for cell recovery post thaw [40]. Our results corroborated previous reports that had suggested a correlation between the stage of differentiation and abilities to adhere and thrive post thaw [41] as well as a report on the cryopreservation of mesenchymal stem cells, where upregulation of ECM-related genes was correlated with the improved post-thaw function [42]. STRING database was used to conduct protein–protein interactions (PPI) network of the DEGs exclusively significantly enriched in five KEGG pathways of P2D5. 

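ID1 (ENSG00000125968, chromosome 20, 31605283 to 31606515, GRCh38) had an FPKM of 27.2 ± 9.79 at P1D35, 362 ± 19.1 at P2D5 and 34.4 ± 6.67 at P2D11 (SD, n = 3 each). Its log2 fold change at P2D5 was 3.76 against P1D35 (standard error 0.25, adjusted p = 4.3e-06) and 3.38 against P2D11 (standard error 0.25, adjusted p = 6.1e-05), and it did not differ between P2D11 and P1D35 (0.38, standard error 0.25, adjusted p = 0.25, limma with Benjamini-Hochberg adjustment). Between P2D11 and P1D35 the log2 fold change was 1.21 for MYC (standard error 0.19, adjusted p = 0.0016) and 0.72 for THBS1 (standard error 0.20, adjusted p = 0.02, limma with Benjamini-Hochberg adjustment).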

MYC, Thrombospondin-1 (THBS1) and ID1, were identified as the hub genes of PPI. Considering the central role of ECM-cell interactions in cell adhesion and differentiation, the ECM molecule THBS1 drew our attention. RPE cells produce and secrete THBS1 [43], and it is intergrated into the laminin-rich extracellular matrix. THBS1 is recognized by multiple integrin receptors[44]. At P2D5, subunits of laminin, LAMB3, as well as the two integrin family members, ITGA3 and ITGA5, were found highly expressed (Fig. 5E). It is possible that THBS1 plays a key role in the formation of focal adhesions during attachment of cells [45, 46]. 

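LAMB3 (ENSG00000196878, chromosome 1, 209614870 to 209652466, GRCh38) lay below the FPKM filter in every library, at 0.0247 ± 0.0325 at P1D35, 0.313 ± 0.0705 at P2D5 and 0.0670 ± 0.0419 at P2D11 (SD, n = 3 each), and was not tested in the comparisons on log2(FPKM + 1). The FPKM values stood for 0, 6 and 1 fragments at P1D35, 34, 26 and 30 at P2D5 and 7, 3 and 11 at P2D11. In limma-voom with Benjamini-Hochberg adjustment on the recovered fragments, an alternative chosen after seeing the data, its log2 fold change at P2D5 was 3.90 against P1D35 (standard error 0.76, adjusted p = 0.0015) and 2.33 against P2D11 (standard error 0.56, adjusted p = 0.018). ITGA3 (ENSG00000005884, chromosome 17, 50055968 to 50090481) had an FPKM of 38.5 ± 2.70, 108 ± 16.2 and 49.0 ± 2.78 in the same order (SD, n = 3 each), with log2 fold changes of 1.46 (standard error 0.12, adjusted p = 2e-05) and 1.12 (standard error 0.12, adjusted p = 0.00076, limma with Benjamini-Hochberg adjustment). ITGA5 (ENSG00000161638, chromosome 12, 54395261 to 54419460) had an FPKM of 4.17 ± 0.25, 9.19 ± 0.669 and 4.54 ± 1.07 (SD, n = 3 each). Its log2 fold changes were 0.98 (standard error 0.13, adjusted p = 0.00031) and 0.89 (standard error 0.13, adjusted p = 0.0031, limma with Benjamini-Hochberg adjustment), both below the fold threshold on the log2(FPKM + 1) scale. Both passed in limma-voom on the recovered fragments, at 1.14 (adjusted p = 0.00014) and 1.04 (adjusted p = 0.0014). With the GC trend of each library removed, the log2 fold change against P2D11 was 0.82. The last 2 settings were chosen after seeing the data.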

Studies have identified THBS1 partnering with different proteins to affect proliferation [44]. As an important regulator for ECM adhesion control and cell proliferation, THBS1 could be a potential target for improvement in RPE cryopreservation. However, more studies are needed to confirm this.

Aside from the cell cycle and ECM-associated pathways, KEGG analysis revealed that TGF-β signaling was more prevalent in P2D5 than P1D35 and P2D11. 

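Of the genes in Fig. 5F that belong to the ID and SMAD families, all 7 (ID1, ID2, ID3, ID4, SMAD6, SMAD7 and SMAD9) had an adjusted p below 0.05 against both time points and 6 passed the fold threshold in both, in limma with Benjamini-Hochberg adjustment. The exception was SMAD7. The study chose the genes of Fig. 5F on these same libraries, so these counts are not independent evidence. ID2 (ENSG00000115738, chromosome 2, 8678845 to 8684453, GRCh38), which overlaps the antisense gene ID2-AS1, had an FPKM of 13.4 ± 0.753 at P1D35, 67.3 ± 7.14 at P2D5 and 20.1 ± 1.32 at P2D11 (SD, n = 3 each), with log2 fold changes of 2.24 (standard error 0.11, adjusted p = 1.1e-06) and 1.69 (standard error 0.11, adjusted p = 2.6e-05, limma with Benjamini-Hochberg adjustment). ID4 (ENSG00000172201, chromosome 6, 19837386 to 19840684) had an FPKM of 6.30 ± 0.808, 47.4 ± 7.42 and 9.41 ± 0.780 (SD, n = 3 each), with log2 fold changes of 2.72 (standard error 0.13, adjusted p = 1.1e-06) and 2.21 (standard error 0.13, adjusted p = 2.1e-05, limma with Benjamini-Hochberg adjustment). SMAD7 (ENSG00000101665, chromosome 18, 48919853 to 48952052) had an FPKM of 4.57 ± 0.666, 9.78 ± 0.633 and 4.66 ± 0.609 (SD, n = 3 each), with log2 fold changes of 0.96 (standard error 0.12, adjusted p = 0.00018) and 0.93 (standard error 0.12, adjusted p = 0.0015, limma with Benjamini-Hochberg adjustment). Both passed in limma-voom on the recovered fragments, at 1.11 (adjusted p = 9.6e-05) and 1.07 (adjusted p = 0.00064). With the GC trend of each library removed, the log2 fold change against P2D11 was 0.84. The last 2 settings were chosen after seeing the data. The ligand genes TGFB1 and TGFB2, named after their values were seen, were lower at P2D5 than at P1D35. TGFB1 (ENSG00000105329, chromosome 19, 41301587 to 41353911) had an FPKM of 16.6 ± 2.76, 8.44 ± 0.495 and 5.83 ± 1.56 (SD, n = 3 each), with log2 fold changes of -0.89 (standard error 0.16, adjusted p = 0.0016) and 0.49 (standard error 0.16, adjusted p = 0.079, limma with Benjamini-Hochberg adjustment). TGFB2 (ENSG00000092969, chromosome 1, 218346235 to 218444619) had an FPKM of 18.7 ± 4.12, 7.58 ± 0.761 and 11.9 ± 1.93 (SD, n = 3 each), with log2 fold changes of -1.18 (standard error 0.16, adjusted p = 0.00033) and -0.58 (standard error 0.16, adjusted p = 0.048, limma with Benjamini-Hochberg adjustment).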

We observed that the cells displayed a fibroblastic-like morphology during the first week after passaging, particularly on day 5. Because TGF-β is known to be a potent inducer of EMT and pro-fibrosis in many organs, including the eyes, we speculate that the enriched TGF-β pathway in P2D5 RPE cells is linked to the transient EMT that occurs shortly after passage [47, 48]. 

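A list of 27 EMT genes written before the data were examined had 22 genes tested. Its median log2 fold change at P2D5 was 0.27 against P1D35 (15 of 22 genes higher, limma's camera, adjusted p = 0.1, fry adjusted p = 0.012) and 0.39 against P2D11 (15 of 22 higher, camera adjusted p = 0.012, fry adjusted p = 0.013). The camera call against P2D11 was lost without P2D11 replicate 2 (adjusted p = 0.065 in limma). Of the 22, 3 were among the 131 genes higher at P2D5 than at both other time points, an odds ratio of 17.6 (adjusted p = 0.0054, Fisher's exact test). These were TAGLN, ACTA2 and S100A4, named after their values were seen. TAGLN (ENSG00000149591, chromosome 11, 117199321 to 117204782, GRCh38) had an FPKM of 16.0 ± 1.18 at P1D35, 93.7 ± 16.0 at P2D5 and 30.6 ± 3.85 at P2D11 (SD, n = 3 each), with log2 fold changes of 2.46 (standard error 0.14, adjusted p = 2.3e-06) and 1.57 (standard error 0.14, adjusted p = 0.0002, limma with Benjamini-Hochberg adjustment). ACTA2 (ENSG00000107796, chromosome 10, 88935074 to 88991339) had an FPKM of 44.3 ± 4.47, 97.9 ± 23.0 and 35.0 ± 4.76 (SD, n = 3 each), with log2 fold changes of 1.11 (standard error 0.17, adjusted p = 0.00063) and 1.44 (standard error 0.17, adjusted p = 0.0011, limma with Benjamini-Hochberg adjustment). S100A4 (ENSG00000196154, chromosome 1, 153543613 to 153550136) had an FPKM of 18.9 ± 4.59, 46.7 ± 1.61 and 21.1 ± 6.26 (SD, n = 3 each), with log2 fold changes of 1.29 (standard error 0.20, adjusted p = 0.00072) and 1.15 (standard error 0.20, adjusted p = 0.0074, limma with Benjamini-Hochberg adjustment). CDH2 (ENSG00000170558, chromosome 18, 27950966 to 28177446), the N-cadherin gene on the same list, did not differ against either time point (adjusted p = 0.22 and 0.65, limma with Benjamini-Hochberg adjustment).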

Modulation of TGF-β pathway, either by adding TGF-β or by treatment with the TGF-β inhibitor SB431542, had no discernible effect on post-thaw attachment rate (data not shown), implying that the TGF-β pathway is not involved in cell tolerability to freezing.

Although this study focuses on determining the optimal stage for RPE cryopreservation, other critical factors, such as cooling rate and freezing solution, should be considered to achieve the best results. This study primarily used CryoStor CS10, a widely used cryopreservation medium containing 10% dimethylsulfoxide (DMSO) as a cryogenic protection agent (CPA). While CS10 is a cryopreservation solution designed specifically for human use, there are still concerns that DMSO may cause toxicity, impair normal cell function, and impede its use in cell-replacement therapy for retinal degenerative diseases. Our study also investigated the possibility of cryopreservation of RPE cells in another animal component-free cryopreservation solution (Genxin) that did not contain DMSO in this study (Additional file 1: Fig. S1). The results were preliminary but exciting, as the RPE at P2D5 frozen in Genxin demonstrated an equally high post-thaw attachment rate as that in CS10, indicating that CPA other than DMSO may be applicable for RPE cryopreservation and P2D5 is the optimal time point for RPE cryopreservation regardless of freezing medium.

## Limitations

This study was not designed to evaluate optimal freezing time of RPE derived from different stem cells lines using different protocols for differentiation. RPE derived from different stem cells lines using alternate methods may differ in maturity or expression of adhesion proteins, which could affect the cryopreservation process. A previous study reported that freezing the hiPSC-derived RPE cells at P1D14 (56 days after differentiation) could obtain good post-thaw functional recovery, when the thawed cells were passaged once and then cultured for 2–14 weeks [21]. It seems possible to freeze RPE cells at different passages. However, the time needed to regain a mature phenotype after thaw may vary. Likewise we did not investigate cryopreservation of adherent cells, although a recent study found that immature hESC-RPE adherent to a parylene scaffold is amenable to cryopreservation [19]. It is possible that cells exponential growth phase may recover from thaw even better if adhered to a scaffold. Another limitation of this study is that we only evaluated two different types of cryopreservation media. We used a commercial cell cryopreservation media CS10 containing DMSO and did a preliminary test using another commercial cell cryopreservation media Genxin containing no DMSO. Different cryopreservation media might prevent cryoinjury in different ways, thus variations in cryopreservation media may have an influence on which freezing time gives the best thawing outcomes. Effects of different cryopreservation media on optimal freezing time require further evaluation.

## Conclusions

Our studies show the cryopreservation of hESC-derived RPE cells at P2D5 produced the best results in terms of survival, attachment, and function after thaw. RPE cells at P2D5 were in the exponential phase with active DNA synthesis and expressed a high level of cell cycle/mitosis and ECM-associated genes, which we believe contributed to post-thaw survival. Our findings provide a new insight for successful cryopreservation of RPE cells for clinical application and might serve as a paradigm for studying the optimal stage for cryopreservation of other differentiated cell types.

## Supplementary Information

**Additional file 1.** Supplementary figures and table.

## Data Availability

The RNA-seq datasets (GSE197165) analyzed in this study are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nih.gov/geo/). Other datasets are available from the corresponding author on reasonable request.

## Abbreviations

hESC: Human embryonic stem cells
RPE: Retinal pigment epithelium
EMT: Epithelial-to-mesenchymal transition
EdU: 5‐Ethynyl‐2′‐deoxyuridine
PEDF: Pigment epithelium-derived factor
OS: Photoreceptor outer segments
POS: Porcine rod outer segments
TEER: Transepithelial electrical resistance
ELISA: Enzyme-linked immunosorbent assay
RT-qPCR: Reverse transcription-quantitative PCR
RNA-seq: Ribonucleic acid sequencing
DEGs: Differentially expressed genes
GO: Gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
PPI: Protein–protein interaction
ECM: Extracellular matrix
THBS1: Thrombospondin-1
PFA: Paraformaldehyde
FBS: Fetal bovine serum
BSA: Bovine serum albumin
PBS: Phosphate-buffered saline

## References

[1] Lakkaraju A, Umapathy A, Tan LX, Daniele L, Philp NJ, Boesze-Battaglia K, Williams DS. The cell biology of the retinal pigment epithelium. Prog Retin Eye Res. 2020;78:100846.10.1016/j.preteyeres.2020.100846PMC894149632105772

[2] McBain VA, Townend J, Lois N (2012). Progression of retinal pigment epithelial atrophy in stargardt disease. Am J Ophthalmol.

[3] Pan CK, Heilweil G, Lanza R, Schwartz SD (2013). Embryonic stem cells as a treatment for macular degeneration. Expert Opin Biol Ther.

[4] Bertolotti E, Neri A, Camparini M, Macaluso C, Marigo V (2014). Stem cells as source for retinal pigment epithelium transplantation. Prog Retin Eye Res.

[5] Mehat MS, Sundaram V, Ripamonti C, Robson AG, Smith AJ, Borooah S, Robinson M, Rosenthal AN, Innes W, Weleber RG (2018). Transplantation of human embryonic stem cell-derived retinal pigment epithelial cells in macular degeneration. Ophthalmology.

[6] da Cruz L, Fynes K, Georgiadis O, Kerby J, Luo YH, Ahmado A, Vernon A, Daniels JT, Nommiste B, Hasan SM (2018). Phase 1 clinical study of an embryonic stem cell-derived retinal pigment epithelium patch in age-related macular degeneration. Nat Biotechnol.

[7] Kashani AH, Lebkowski JS, Rahhal FM, Avery RL, Salehi-Had H, Dang W, Lin CM, Mitra D, Zhu D, Thomas BB, et al. A bioengineered retinal pigment epithelial monolayer for advanced, dry age-related macular degeneration. Sci Transl Med. 2018;10(435):eaao4097.10.1126/scitranslmed.aao409729618560

[8] Kashani AH, Lebkowski JS, Rahhal FM, Avery RL, Salehi-Had H, Chen S, Chan C, Palejwala N, Ingram A, Dang W (2021). One-year follow-up in a phase 1/2a clinical trial of an allogeneic RPE cell bioengineered implant for advanced dry age-related macular degeneration. Transl Vis Sci Technol.

[9] Wang Y, Zhang D, Shen B, Zhang Y, Gu P (2018). Stem/progenitor cells and biodegradable scaffolds in the treatment of retinal degenerative diseases. Curr Stem Cell Res Ther.

[10] Hunt NC, Hallam D, Chichagova V, Steel DH, Lako M (2018). The Application of biomaterials to tissue engineering neural retina and retinal pigment epithelium. Adv Healthc Mater.

[11] Leach LL, Clegg DO (2015). Concise review: making stem cells retinal: methods for deriving retinal pigment epithelium and implications for patients with ocular disease. Stem Cells.

[12] Maeda T, Mandai M, Sugita S, Kime C, Takahashi M. Strategies of pluripotent stem cell-based therapy for retinal degeneration: update and challenges. Trends Mol Med. 2022;28(5):388–404.10.1016/j.molmed.2022.03.00135370091

[13] Rizzolo LJ, Nasonkin IO, Adelman RA (2022). Retinal cell transplantation, biomaterials, and in vitro models for developing next-generation therapies of age-related macular degeneration. Stem Cells Transl Med.

[14] Woods EJ, Thirumala S, Badhe-Buchanan SS, Clarke D, Mathew AJ (2016). Off the shelf cellular therapeutics: factors to consider during cryopreservation and storage of human cells for clinical use. Cytotherapy.

[15] Kitahata S, Tanaka Y, Hori K, Kime C, Sugita S, Ueda H, Takahashi M (2019). Critical functionality effects from storage temperature on human induced pluripotent stem cell-derived retinal pigment epithelium cell suspensions. Sci Rep.

[16] Pasovic L, Utheim TP, Reppe S, Khan AZ, Jackson CJ, Thiede B, Berg JP, Messelt EB, Eidet JR (2018). Improvement of storage medium for cultured human retinal pigment epithelial cells using factorial design. Sci Rep.

[17] Pasovic L, Eidet JR, Lyberg T, Messelt EB, Aabel P, Utheim TP (2014). Antioxidants improve the viability of stored adult retinal pigment epithelial-19 cultures. Ophthalmol Ther.

[18] Buchholz DE, Pennington BO, Croze RH, Hinman CR, Coffey PJ, Clegg DO (2013). Rapid and efficient directed differentiation of human pluripotent stem cells into retinal pigmented epithelium. Stem Cells Transl Med.

[19] Pennington BO, Bailey JK, Faynus MA, Hinman C, Hee MN, Ritts R, Nadar V, Zhu D, Mitra D, Martinez-Camarillo JC (2021). Xeno-free cryopreservation of adherent retinal pigmented epithelium yields viable and functional cells in vitro and in vivo. Sci Rep.

[20] Brandl C, Zimmermann SJ, Milenkovic VM, Rosendahl SM, Grassmann F, Milenkovic A, Hehr U, Federlin M, Wetzel CH, Helbig H (2014). In-depth characterisation of Retinal Pigment Epithelium (RPE) cells derived from human induced pluripotent stem cells (hiPSC). Neuromol Med.

[21] Reichman S, Slembrouck A, Gagliardi G, Chaffiol A, Terray A, Nanteau C, Potey A, Belle M, Rabesandratana O, Duebel J (2017). Generation of storable retinal organoids and retinal pigmented epithelium from adherent human ips cells in xeno-free and feeder-free conditions. Stem Cells.

[22] Li QY, Zou T, Gong Y, Chen SY, Zeng YX, Gao LX, Weng CH, Xu HW, Yin ZQ (2021). Functional assessment of cryopreserved clinical grade hESC-RPE cells as a qualified cell source for stem cell therapy of retinal degenerative diseases. Exp Eye Res.

[23] Hongisto H, Ilmarinen T, Vattulainen M, Mikhailova A, Skottman H (2017). Xeno- and feeder-free differentiation of human pluripotent stem cells to two distinct ocular epithelial cell types using simple modifications of one method. Stem Cell Res Ther.

[24] Maminishkis A, Chen S, Jalickee S, Banzon T, Shi G, Wang FE, Ehalt T, Hammer JA, Miller SS (2006). Confluent monolayers of cultured human fetal retinal pigment epithelium exhibit morphology and physiology of native tissue. Invest Ophthalmol Vis Sci.

[25] Jiang M, Esteve-Rudd J, Lopes VS, Diemer T, Lillo C, Rump A, Williams DS (2015). Microtubule motors transport phagosomes in the RPE, and lack of KLC1 leads to AMD-like pathogenesis. J Cell Biol.

[26] Parinot C, Rieu Q, Chatagnon J, Finnemann SC, Nandrot EF. Large-scale purification of porcine or bovine photoreceptor outer segments for phagocytosis assays on retinal pigment epithelial cells. J Vis Exp. 2014;(94):52100.10.3791/52100PMC439695825548986

[27] Mao Y, Finnemann SC (2013). Analysis of photoreceptor outer segment phagocytosis by RPE cells in culture. Methods Mol Biol.

[28] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol.

[29] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[30] Wang L, Feng Z, Wang X, Wang X, Zhang X (2010). DEGseq: an R package for identifying differentially expressed genes from RNA-seq data. Bioinformatics.

[31] Saldanha AJ (2004). Java Treeview–extensible visualization of microarray data. Bioinformatics.

[32] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[33] Kanehisa M, Sato Y, Kawashima M, Furumichi M, Tanabe M (2016). KEGG as a reference resource for gene and protein annotation. Nucleic Acids Res.

[34] Szklarczyk D, Franceschini A, Kuhn M, Simonovic M, Roth A, Minguez P, Doerks T, Stark M, Muller J, Bork P (2011). The STRING database in 2011: functional interaction networks of proteins, globally integrated and scored. Nucleic Acids Res.

[35] Choudhary P, Booth H, Gutteridge A, Surmacz B, Louca I, Steer J, Kerby J, Whiting PJ (2017). Directing differentiation of pluripotent stem cells toward retinal pigment epithelium lineage. Stem Cells Transl Med.

[36] Chehrehasa F, Meedeniya AC, Dwyer P, Abrahamsen G, Mackay-Sim A (2009). EdU, a new thymidine analogue for labelling proliferating cells in the nervous system. J Neurosci Methods.

[37] Uhrig M, Ezquer F, Ezquer M. Improving cell recovery: freezing and thawing optimization of induced pluripotent stem cells. Cells. 2022;11(5):799–817.10.3390/cells11050799PMC890933635269421

[38] Leach LL, Croze RH, Hu Q, Nadar VP, Clevenger TN, Pennington BO, Gamm DM, Clegg DO (2016). Induced pluripotent stem cell-derived retinal pigmented epithelium: a comparative study between cell lines and differentiation methods. J Ocul Pharmacol Ther.

[39] Bennis A, Jacobs JG, Catsburg LAE, Ten Brink JB, Koster C, Schlingemann RO, van Meurs J, Gorgels T, Moerland PD, Heine VM (2017). Stem cell derived retinal pigment epithelium: the role of pigmentation as maturation marker and gene expression profile comparison with human endogenous retinal pigment epithelium. Stem Cell Rev Rep.

[40] Nicolas J, Magli S, Rabbachin L, Sampaolesi S, Nicotra F, Russo L (2020). 3D extracellular matrix mimics: fundamental concepts and role of materials chemistry to influence stem cell fate. Biomacromol.

[41] Schwartz SD, Hubschman JP, Heilwell G, Franco-Cardenas V, Pan CK, Ostrick RM, Mickunas E, Gay R, Klimanskaya I, Lanza R (2012). Embryonic stem cell trials for macular degeneration: a preliminary report. Lancet.

[42] Pollock K, Samsonraj RM, Dudakovic A, Thaler R, Stumbras A, McKenna DH, Dosa PI, van Wijnen AJ, Hubel A (2017). Improved post-thaw function and epigenetic changes in mesenchymal stromal cells cryopreserved using multicomponent osmolyte solutions. Stem Cells Dev.

[43] Miyajima-Uchida H, Hayashi H, Beppu R, Kuroki M, Fukami M, Arakawa F, Tomita Y, Kuroki M, Oshima K (2000). Production and accumulation of thrombospondin-1 in human retinal pigment epithelial cells. Invest Ophthalmol Vis Sci.

[44] Resovi A, Pinessi D, Chiorino G, Taraboletti G (2014). Current understanding of the thrombospondin-1 interactome. Matrix Biol.

[45] Bachmann M, Kukkurainen S, Hytonen VP, Wehrle-Haller B (2019). Cell adhesion by integrins. Physiol Rev.

[46] Kechagia JZ, Ivaska J, Roca-Cusachs P (2019). Integrins as biomechanical sensors of the microenvironment. Nat Rev Mol Cell Biol.

[47] Xu J, Lamouille S, Derynck R (2009). TGF-beta-induced epithelial to mesenchymal transition. Cell Res.

[48] Meng XM, Nikolic-Paterson DJ, Lan HY (2016). TGF-beta: the master regulator of fibrosis. Nat Rev Nephrol.

# Supplementary material for: Determining the optimal stage for cryopreservation of human embryonic stem cell-derived retinal pigment epithelial cells
**Source:** Stem Cell Res Ther. 2022 Sep 5;13:454. doi: 10.1186/s13287-022-03141-2
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figures and table.

**SUPPLEMENTARY DATA**

**Determining the optimal stage for cryopreservation of human embryonic stem cell-derived retinal pigment epithelial cells**

Ting Zhang, Xianyu Huang, Sujun Liu, Xinyue Bai, Xinyue Zhu, Dennis O. Clegg, Mei Jiang, Xiaodong Sun.

Supplementary data include 2 Supplementary figures and 1 Supplementary table.

**Supplementary Figure S1.** **P2D5 was the optimal time point for RPE cryopreservation regardless of freezing medium.**

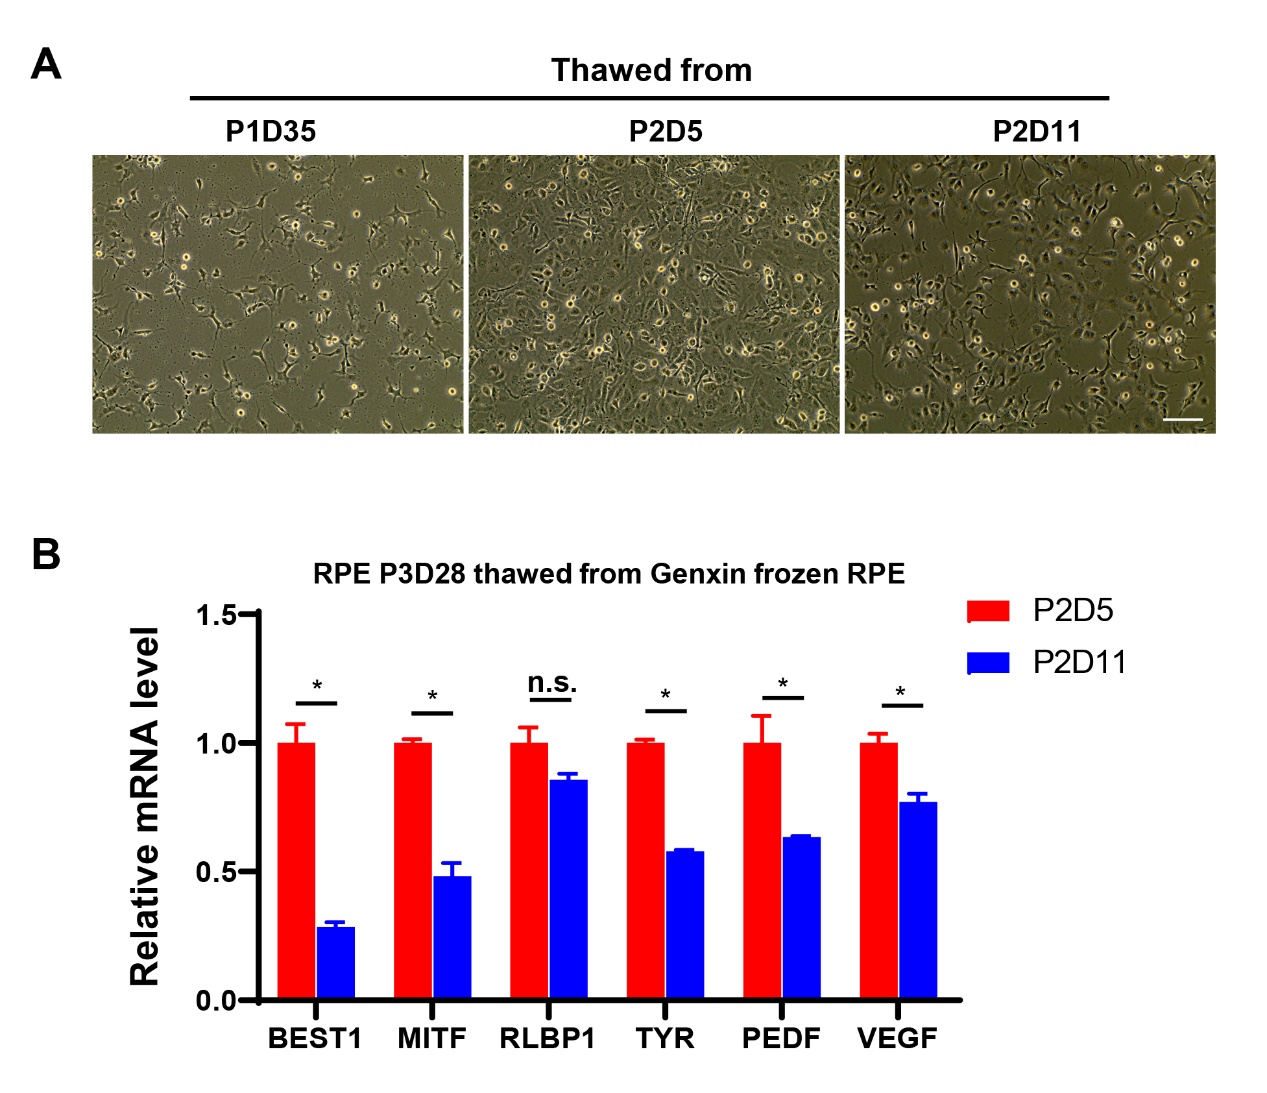

RPE cells were frozen in another freezing solution Genxin at different time points and the thawed cells were examined. A. The bright-field images of RPE cells from different groups 24 h post thaw, respectively. Scale bars: 100 μm. B. RT-qPCR analysis of relative mRNA expression levels of RPE marker genes BEST1, MITF, RLBP1, TYR, PEDF and VEGF at D28 post thaw. GAPDH was used as internal control, and the values were normalized to the P2D5 group for each marker gene. Data are represented as mean ± SD. Statistical differences are evaluated with two-way ANOVA with Bonferroni's post hoc test. **P* < 0.05. n.s. not significantly different.

**Supplementary Figure S2. P2D5 RPE cells were immature and less functional compared to other time points.**

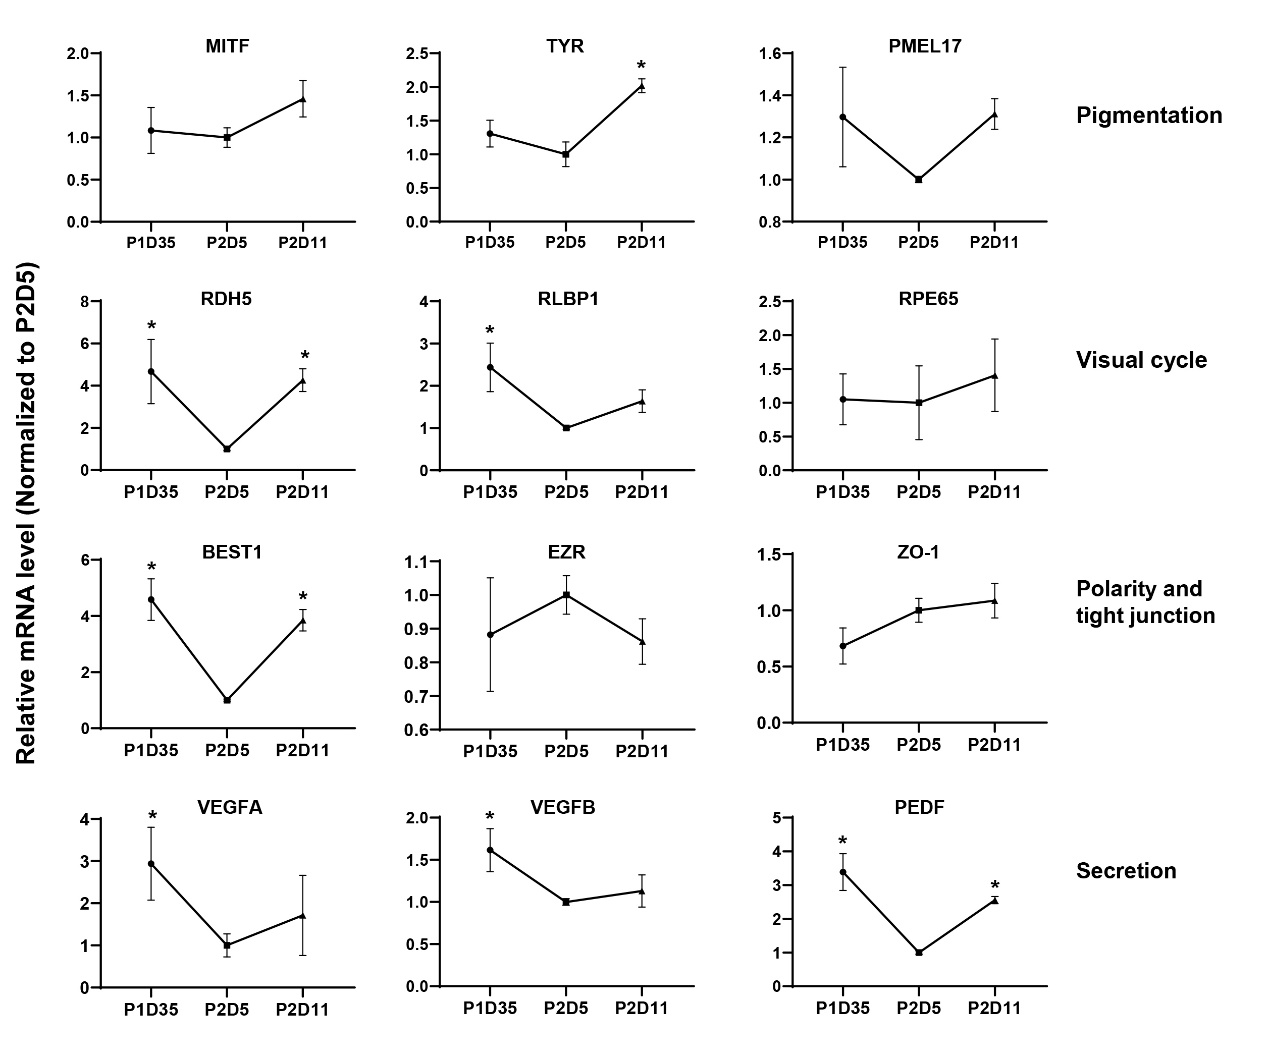

Four groups of RPE marker genes were selected from the RNA-seq data and their expression patterns were presented, respectively. The values of the relative mRNA levels were normalized to the P2D5 group for each marker gene. Data are represented as mean ± SD. Statistical differences are evaluated with one-way ANOVA with Tukey’s post hoc test. *P < 0.05.

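The relative level of a marker gene here is its FPKM in each library divided by the mean FPKM of the 3 P2D5 libraries, so the P2D5 mean is 1 by construction and the bars do not show how abundant a gene was. Computed in this way from the deposited FPKM values, RDH5 was at 4.67 ± 1.52 at P1D35 and 4.26 ± 0.537 at P2D11, and BEST1 at 4.58 ± 0.740 and 3.85 ± 0.378 (SD, n = 3 each). SERPINF1 (PEDF) was at 3.38 ± 0.545 and 2.55 ± 0.106, VEGFA at 2.94 ± 0.864 and 1.71 ± 0.950, and RLBP1 at 2.44 ± 0.574 and 1.64 ± 0.269 (SD, n = 3 each). TYR was at 1.31 ± 0.200 and 2.02 ± 0.101, MITF at 1.08 ± 0.273 and 1.46 ± 0.214, and PMEL (PMEL17) at 1.3 ± 0.237 and 1.31 ± 0.0726 (SD, n = 3 each). TJP1 (ZO-1) was at 0.682 ± 0.160 and 1.09 ± 0.153, and EZR at 0.882 ± 0.169 and 0.862 ± 0.0677 (SD, n = 3 each), the 2 genes with a mean below 1 at P1D35.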

**Supplementary Table S1.** Sequences of primers used for qPCR.

| Gene | Forward primer sequence (5’ to 3’) | Reverse primer sequence (5’ to 3’) |
| --- | --- | --- |
| GAPDH | GAGCACAAGAGGAAGAGAGAGACCC | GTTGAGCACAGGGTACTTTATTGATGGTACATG |
| MITF | ACTTTCACTCTTCGCCAAGG | TGCGTGATGTCATACTGGAG |
| BEST1 | CTGGGCTTCTACGTGACGC | TTGCTCGTCCTTGCCTTCG |
| RLBP1 | AAGCTGGCTACCCTGGTGT | TGAAGCAATATGCCTGCAAGA |
| PMEL17 | AGGTGCCTTTCTCCGTGAG | AGCTTCAGCCAGATAGCCACT |
| TYRO | CCATTGGACATAACCGGGAA | AAGGAGCCATGACCAGATCC |
| PEDF | TTCAAAGTCCCCGTGAACAAG | GAGAGCCCGGTGAATGATGG |
| VEGF | AGGGCAGAATCATCACGAAGT | AGGGTCTCGATTGGATGGCA |

How the deposited data were processed for this re-analysis (not part of the article)

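The authors made the deposited FPKM values from reads aligned to hg38 with TopHat2 2.0.9 and counted on genes with featureCounts v1.5.0-p3, without log transformation. The strand of counting is not stated, so genes that overlap another gene on the opposite strand are uncertain. The values cover 58735 genes in 9 libraries, with no duplicated gene identifier and 177 symbols carried by more than 1 identifier. Fragments were recovered as FPKM times gene length times a divisor per library, with a tolerance of 0.01 fragments for a whole number. The median-of-ratios factors were computed on 18014 genes. Replicates were compared on genes with at least 20 summed fragments in the pair.

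The values were transformed as log2(FPKM + 1). Genes with FPKM above 1 in at least 1 library were tested (14454 genes), in 1 linear model per gene over the 9 libraries in limma, with empirical Bayes moderation along a variance trend and Benjamini-Hochberg adjustment over all genes tested. The thresholds were an adjusted p below 0.05 and a log2 fold change beyond 1. The authors used DESeq2 1.20.0 with the same thresholds. Limma was used here. The alternatives were a pseudocount of 0.1, all 33360 genes with a value above 0, the 12759 genes with FPKM above 1 in at least 3 libraries, division by median-of-ratios factors, no variance trend, only the 6 libraries of a comparison, the replicate number as a covariate, limma-voom on the recovered fragments, the adjusted p threshold alone, and each library left out in turn. Alternatives chosen after seeing the data were FPKM per total of counted fragments, removal of each library's GC trend (a spline with 5 degrees of freedom), limma-voom on the 16910 genes with at least 10 fragments in at least 3 libraries, and limma-voom with the GC trend removed, and for the gene lists and single genes also limma-voom on the recovered fragments. GC content was taken from the GENCODE release 44 transcripts and was known for 99.6% of the genes tested.

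The named genes were chosen by a rule set in advance. It takes every gene that the study names from its RNA-seq data in the text, Fig. 5D, 5E and 5F or Additional file 1: Fig. S2. It adds the 3 genes with the largest log2 fold change in each direction between P2D5 and P1D35 among those called in the same direction against both time points with every P2D5 library beyond all others. The rule gave 46 genes, of which 44 were tested, and not every one is reported here. Other genes are named as chosen after their values were seen.

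GO terms, KEGG pathways and the STRING network were not used here. Fixed gene lists stood in for them: chromosome segregation, DNA replication, visual cycle and RPE maturation, EMT, YAP targets, immediate early genes, CDK inhibitors, neural retina, pluripotency, fibroblasts, and the ion channel, solute carrier, collagen, and laminin, integrin and thrombospondin gene families. They were tested with Fisher's exact test over 44 tests, and with camera (correlation between genes set to 0.01) and fry in limma, adjusted over the lists of a comparison. Distances are Euclidean, clustering is by average linkage, and standard errors of the variance shares and of the distance ratio are jackknife errors over libraries.

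The scripts were tested on simulated data, with 200 changed genes of 14454. The main setting recovered 83.5% and 84.5% of them in the comparisons with P1D35 and P2D11 and called 2 and 0 unchanged genes, limma-voom recovered 100% in both and called 4 and 4, and a pseudocount of 0.1 recovered 100% and 99.0%. With a GC trend added and not removed, 75.0% and 77.0% were recovered and 396 and 8 unchanged genes were called. With the trend removed these were 83.0% and 82.5%, with 8 and 1 unchanged genes called. All simulated changes lay beyond the fold threshold and in genes above a minimum of fragments, and every gene had the same dispersion. The size of the added GC trend was set and not estimated from the libraries. These values therefore do not give the recovery or the false calls in the real libraries. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.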

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

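The gene lists of this part were written before the data were examined, while the tests of technical explanations were chosen after the results were seen. Each result is a signal in genes outside those the paper discusses. P1D35 differs from the other time points in both passage and day, so neither can be told from the other.

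YAP target genes were higher at P2D5. Over 19 tested genes the median log2 fold change was 0.73 against P1D35 (16 of 19 higher, camera adjusted p = 0.0013, fry adjusted p = 0.00046) and 0.54 against P2D11 (14 of 19 higher, camera adjusted p = 0.0005, fry adjusted p = 0.0032), with no difference between P2D11 and P1D35 (median 0.13, camera adjusted p = 0.23). With 1 library left out at a time the camera adjusted p was at most 0.0057 and 0.0021. With FPKM per total of counted fragments the medians were 0.88 and 0.45. A GC content bias does not account for it, since with the GC trend removed the medians were 0.66 and 0.49 and the adjusted p against P2D11 was 0.0031 (0.0055 against P1D35). The list shares TGFB2 with the EMT list. P2D5 is also the time point soonest after replating, and a response to cell density was not tested.

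Neural retina genes were lower after passage. Over 11 tested genes the median log2 fold change was -0.94 at P2D5 (1 of 11 higher, camera adjusted p = 0.00026, fry adjusted p = 0.00032) and -0.81 at P2D11 (0 of 11 higher, camera adjusted p = 8e-06, fry adjusted p = 0.00053), both against P1D35, with no difference between P2D5 and P2D11 (median -0.02, camera adjusted p = 0.74). With 1 library left out at a time the camera adjusted p was at most 0.00051 and 9.2e-05, and with FPKM per total of counted fragments the medians were -0.79 and -0.65. A GC content bias does not account for it, with an adjusted p of 8.4e-06 at P2D11 after the GC trend was removed (0.00071 at P2D5). SIX6, named after its values were seen, went from 9.58 ± 2.57 FPKM at P1D35 to 1.84 ± 0.947 at P2D5 and 1.29 ± 0.565 at P2D11 (SD, n = 3 each). On the recovered fragments, 15 genes of the list were tested at P2D11 against P1D35, of which 13 were lower, 12 with an adjusted p below 0.05 (limma-voom with Benjamini-Hochberg adjustment), and 0 were higher past that threshold. The median was -2.12. Fewer cells of another type after passage could give these 12 lower genes, and so could lower expression within the same cells, and the libraries cannot tell these apart.

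Immediate early genes were lowest at P2D11. The median log2 fold change of 13 tested genes was 0.54 at P2D5 against P2D11 (13 of 13 higher, camera adjusted p = 0.00085, fry adjusted p = 0.021) and -0.94 at P2D11 against P1D35 (1 of 13 higher, camera adjusted p = 2.2e-05, fry adjusted p = 0.0071), with no call between P2D5 and P1D35 (median -0.70, camera adjusted p = 0.11). With 1 library left out at a time the camera adjusted p was at most 0.0031 and 0.0015, and with FPKM per total of counted fragments the medians were 0.46 and -0.73. A GC content bias does not account for it, with an adjusted p of 0.00063 against P1D35 after the GC trend was removed (0.014 between P2D5 and P2D11). EGR1, named after its values were seen, stood at 15.2 ± 8.21 FPKM at P1D35, 5.72 ± 1.49 at P2D5 and 2.18 ± 0.0853 at P2D11 (SD, n = 3 each). Handling of the cells at harvest was not tested.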

How the results depend on the processing

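The alternatives were set before the data were examined except 4 that were chosen after seeing the values: FPKM per total of counted fragments, removal of each library's GC trend, limma-voom under a fragment filter, and limma-voom with the GC trend removed. For the gene lists and single genes, limma-voom on the recovered fragments was also chosen after seeing the values. Numbers of genes are given as higher and lower at P2D5 against P1D35, at P2D5 against P2D11 and at P2D11 against P1D35, then genes called in any comparison, then genes higher and lower at P2D5 than at both. In the setting of the text they are 606 and 794, 163 and 102, 291 and 551, 1629, 131 and 66.

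With a pseudocount of 0.1 they were 1143 and 1400, 267 and 313, 937 and 1027, 3254, 205 and 209. The smaller pseudocount widens the fold changes of genes with low FPKM by construction. The genes of Fig. 5E called against both went from 2 to 4, PC1 carried 50.93% and the odds ratio of the laminin, integrin and thrombospondin list was 11.3 (adjusted p = 0.0031, Fisher's exact test). Of the 131 and 66 genes, 118 and 66 were still called.

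With limma-voom on the recovered fragments they were 1203 and 1460, 331 and 364, 974 and 1088, 3389, 261 and 233, with 4 genes of Fig. 5E and an odds ratio of 8.82 for the laminin list (adjusted p = 0.0076, Fisher's exact test). Voom does not shrink low FPKM values toward 0. With limma-voom on genes with at least 10 fragments in at least 3 libraries they were 1494 and 2041, 400 and 573, 1327 and 1433, 4585, 309 and 335, with 6 genes of Fig. 5E and 30 of Fig. 5F in place of 19. With limma-voom and the GC trend removed they were 1165 and 1457, 323 and 422, 730 and 956, 3094, 258 and 303, with 2 genes of Fig. 5E. Between 126 and 131 of the 131 higher genes and 64 or 65 of the 66 lower genes were still called in these 3 settings.

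With the adjusted p threshold alone they were 3277 and 2949, 1022 and 581, 2568 and 2858, 7886, 814 and 391, with 4 genes of Fig. 5E, since one condition is dropped.

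With all genes above 0 tested, 108 genes were higher at P2D5 than at P2D11 and 84 than at both. The odds ratio of the chromosome segregation list was 6.67 (adjusted p = 0.35), that of DNA replication 9.76 (adjusted p = 0.27) and that of the laminin list 16.9 (adjusted p = 0.028, Fisher's exact test). More genes are tested in this setting, and the cause of the lower odds ratios was not tested. With FPKM above 1 in at least 3 libraries, 8 gene list tests passed 0.05 in place of 13, and the odds ratios of ion channels and solute carriers were 7.06 and 4.36 (adjusted p = 0.052 and 0.056, Fisher's exact test). With only the 6 libraries of each comparison, 87 genes were higher at P2D5 than at both. Scaling genes to unit variance gave 45.64% on PC1 and 25.21% on PC2. The cause of these changes was not tested.

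With FPKM per total of counted fragments, 561 genes were higher and 357 lower at P2D11 than at P1D35, and 1 gene of Fig. 5E was called. The share of higher genes went from 43.3% to 57.1% (P2D5 against P1D35), from 61.5% to 49.6% (P2D5 against P2D11) and from 34.6% to 61.1% (P2D11 against P1D35). The median log2 fold change of all genes went from 0.02 to 0.13, from 0.03 to -0.04 and from 0.00 to 0.18. The shares therefore depend on the scaling, which moves genes across the fold threshold. The medians of the solute carrier list flipped from -0.06 to 0.06 (P2D5 against P1D35) and from -0.07 to 0.13 (P2D11 against P1D35), and that of the visual cycle list from -0.20 to 0.04 (P2D11 against P1D35). The median of all genes moved the same way, so these signs say nothing about the lists. With the GC trend removed, 1 gene of Fig. 5E was called, 8 gene list tests passed 0.05, and the odds ratio of ion channels was 5.77 (adjusted p = 0.065, Fisher's exact test), and that of the laminin list fell to 4.22 (adjusted p = 0.6, Fisher's exact test).

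Across the 9 fits that each left out 1 library, the genes higher at P2D5 than at P2D11 ran from 99 (without P2D5 replicate 3) to 200, the genes higher at P2D11 than at P1D35 from 191 (without P2D11 replicate 3) to 459 (without P2D11 replicate 1), the genes higher at P2D5 than at both from 72 (without P2D5 replicate 3) to 159, and the genes of Fig. 5D from 4 (without P2D5 replicate 1, P2D5 replicate 3 or P2D11 replicate 1) to 11. The gene list tests that passed 0.05 ran from 5 (without P2D5 replicate 1) to 13. The odds ratios ran from 2.70 to 50.7 for chromosome segregation, from 6.73 to 15.2 for the laminin list, from 4.76 to 8.44 for ion channels and from 3.76 to 6.61 for solute carriers. That for DNA replication ran from 0 to 55.3. The 0 stands for no gene among 72 called without P2D5 replicate 3, too few to show a direction, and the camera adjusted p of this list against P2D11 was at most 5.4e-09 in the 9 fits. The genes called in any comparison ran from 1507 to 1880, the genes lower at P2D5 than at both from 49 to 83 and the genes of Fig. 5F from 13 to 21. The log2 fold change of MITF against P1D35 ran from -0.27 to 0.08, reversed without P1D35 replicate 2, and that of RPE65 from -0.30 to 0.25, reversed without P2D5 replicate 1 and without P1D35 replicate 3 (0.05). The cause was not tested beyond the smaller number of libraries.

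With the replicate number as a block they were 608 and 795, 172 and 106, 295 and 554, 1639, 138 and 67. Whether replicate numbers pair the libraries cannot be told. The correlations of the deviations of libraries with the same number ran from -0.29 to 0.32. They were 0.27 to 0.32 for replicate 1 and of both signs for replicates 2 and 3. The paper describes independent batches and does not say which library came from which. With the block, the odds ratios were 44.5, 7.78, 39.8, 69.3, 6.76 and 4.72 for chromosome segregation, the laminin list, DNA replication, visual cycle, ion channels and solute carriers, and 13 gene list tests passed 0.05.

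Without a variance trend, run for the numbers of genes only, these stayed within 1.5 times, with 1627 genes called in any comparison. With division by median-of-ratios factors the numbers of genes (1619 in any comparison), variance shares, distance ratio and list results kept their side of the threshold. Division by these factors was not run for single named genes, since the factor of the deposited FPKM was 1.0099 in every library and moves nothing between them. The visual cycle odds ratio, the distance ratio (1.87 to 2.10, and 1.90 to 2.27 with 1 library left out) and the marker genes lower at P2D5 past both thresholds (5 against P1D35 and 4 against P2D11, 3 to 4 with 1 library left out) kept their direction and threshold. Of 88 single-gene results, 10 were stronger and 78 the same with a pseudocount of 0.1. The latter include MAD2L1 against P2D11, below the fold threshold in the main setting. Its adjusted p went from 0.034 to 0.056 with that pseudocount (limma with Benjamini-Hochberg adjustment). At the highest leave-one-out value 9 were stronger, 2 weaker and 2 reversed, and at the lowest 8 were weaker. These counts rest on the fits with the highest and lowest fold change only, so they understate the losses in other fits. CDC20 and PLK1 against P2D11 count as the same. Without P2D5 replicate 3 their adjusted p was 0.077 and 0.052 (limma with Benjamini-Hochberg adjustment). Other results, such as those of RLBP1 and MYBL2 against P2D11, also lost an adjusted p below 0.05 in such fits. The depth of 18571901 to 22037182 fragments limits genes such as LAMB3 and VWF, whose values rest on fewer than 70 fragments per library.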

Differences from the paper's values

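Alternatives set before the data were examined are named as such, and limma-voom with the fragment filter, on 16910 genes, was chosen after seeing the values. The study used DESeq2 on counts, and the values here come from limma on log2(FPKM + 1).

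For P2D5 against P1D35 the paper gives 1462 higher genes against 606 here, and 2064 lower genes against 794 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (1143 and 1400) and limma-voom (1203 and 1460) came within 1.5 times for both, the adjusted p threshold alone for the lower genes (2949), and the others did not. Limma-voom with the fragment filter, chosen after seeing the values, gave 1494 and 2041.

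For P2D5 against P2D11 the paper gives 334 higher genes against 163 here, and 611 lower genes against 102 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (267) and limma-voom (331) came within 1.5 times for the higher genes and the adjusted p threshold alone (581) for the lower genes, and the others did not. Limma-voom with the fragment filter, chosen after seeing the values, gave 400 and 573.

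The paper gives 4600 genes over the 3 comparisons against 1629 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (3254) and limma-voom (3389) came within 1.5 times, and the others did not. Limma-voom with the fragment filter, chosen after seeing the values, gave 4585.

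The paper gives 239 genes higher at P2D5 than at both other time points against 131 here, and 323 lower genes against 66 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (205) and limma-voom (261) came within 1.5 times for the higher genes, limma-voom (233) and the adjusted p threshold alone (391) for the lower genes, and the others did not. Limma-voom with the fragment filter, chosen after seeing the values, gave 309 and 335.

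The paper lists 6 ECM genes in Fig. 5E against 2 called here. Of the alternatives set before the data were examined, a pseudocount of 0.1, limma-voom and the adjusted p threshold alone gave 4, and the others did not come within 1.5 times. Limma-voom with the fragment filter, chosen after seeing the values, gave 6. LAMB3 and VWF, which the paper shows as higher at P2D5, lay below the study's own FPKM filter in every library and were called only in that setting. All 13 cell cycle genes of Fig. 5D, against 9 here, were called by limma-voom and by the adjusted p threshold alone.

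A run of DESeq2 on the recovered fragments, made once while the data were first examined and not part of the tables, also came within 1.5 times of the paper's 4 counts for P2D5 against P1D35 and P2D11. Its values are not reported.

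The paper's text puts the pigmentation genes at P2D5 as not differing significantly. The legend of its Additional file 1: Fig. S2 names one-way ANOVA with Tukey's test and not DESeq2. Here TYR had a log2 fold change of -1.02 against P2D11 with an adjusted p of 0.0031 (limma with Benjamini-Hochberg adjustment). PMEL had -0.36 against P1D35 with an adjusted p of 0.048 in the same test. This rose to between 0.062 and 0.17 in most fits that left out 1 library.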

Other observations

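The tests of other splits of the libraries, of gene length, of the overlap from shared P2D5 libraries and of GC content in housekeeping genes were planned before their results were seen, and the other tests of this part were chosen after the result was seen.

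The 3 P2D5 and 3 P1D35 libraries can be split into 2 groups of 3 in 10 ways, and only the real split (1 of 10) gave as many as 1400 genes, with 0 genes in each of the others. The same held for P2D5 and P2D11 (1 of 10, 265 genes, 0 in each other split). With 10 splits the smallest share possible is 1 in 10, so these cannot tell. Of 100 splits into 3 groups drawn from the 280 possible, only the real split (1 of 100) reached 1629 genes. The largest other count was 1302 and the median 0, and chance does not account for the differences between time points. Time point is confounded with anything else that differed between the 3 sets of libraries.

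GC content bias fits part of the deviations of libraries within a time point, where a trend on it accounted for 32.0% of the variance, from 2.94% in P1D35 replicate 3 to 51.6% in P1D35 replicate 2. Among 187 housekeeping genes, the trend with GC content had the same sign as among all genes in 9 of 9 libraries. The slopes in housekeeping genes per 10 points of GC content were 0.10, -0.15 and 0.05 at P1D35, 0.07, -0.03 and -0.04 at P2D5, and 0.09, 0.08 and -0.17 at P2D11. Comparisons carried a trend too. Spearman's rho of the log2 fold change with GC content was -0.24 for P2D5 against P1D35, 0.33 for P2D5 against P2D11 and -0.48 for P2D11 against P1D35, across genes, which are not independent replicates. In the last, the median went from 0.33 in the tenth of genes with the lowest GC content to -0.32 in the highest.

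The 131 genes higher at P2D5 than at both had a median GC content of 54.8%, above the 47.1% to 51.8% that hold the central 95% of 1000 random lists matched on mean expression, and a median length of 3020 bp, below their 4070 to 5390 bp. The 66 lower genes, at 52.0% and 4150 bp, lay within the ranges of 47.5% to 54.3% and 3590 to 5270 bp. With the length trend of each library removed, 119 of the 131 and 61 of the 66 were still called. With the GC trend removed, 109 of the 131 and 61 of the 66 were still called. Neither bias accounts for the lists as a whole.

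Comparisons that share the P2D5 libraries overlap by construction. The highest overlap of 100 simulations was 63 for the higher and 56 for the lower genes, against 131 and 66 observed. The simulations held noise alone and ranked genes by the difference over the SD, without the fold threshold of the calls. They therefore cannot tell how much of the observed overlap the shared libraries account for. Lists independent of each other would share 6.83 and 5.60 genes. The correlation of the fold changes of the 2 comparisons was 0.56, and 0.50 in the simulations.

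In P2D11 replicate 1, 54 of 54 chromosome segregation genes were lower than in both other P2D11 libraries. The library was singled out for these genes, which are regulated together, so the count is a description and not a test. The median difference was -1.15, against -0.14 between the other 2 libraries. With the GC trend removed it was -1.09, so GC content does not account for it. The library held 22037182 counted fragments, the most of the 9, so low depth does not account for it. Its mean distance over all genes tested was 43.0 ± 7.61 to the other P2D11 libraries (SD, n = 2), 62.9 ± 9.63 to P1D35 and 57.9 ± 1.85 to P2D5 (SD, n = 3 each). These distances argue against a label exchanged with P1D35 or P2D5. They cannot exclude a harvest on another day or a mixed library, since no such library was there to compare. No biological explanation was tested.

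The share of fragments on mitochondrial genes was 11.69 ± 1.26% at P1D35, 8.82 ± 0.47% at P2D5 and 9.34 ± 0.99% at P2D11 (SD, n = 3 each). The differences were -2.88 for P2D5 against P1D35, -0.52 for P2D5 against P2D11 and -2.36 for P2D11 against P1D35, with p = 0.1, 0.6 and 0.2 in exact permutation tests, whose smallest possible p is 0.1.

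Camera gave no call for CDK inhibitors (7 tested genes, adjusted p = 0.79 against P1D35 and 0.8 against P2D11 at P2D5), pluripotency genes (2 tested genes, 0.17 and 0.67), fibroblast genes (9 tested genes, 0.058 and 0.14) and collagens (31 tested genes, 0.12 and 0.73). For solute carriers the adjusted p was 0.053 and 0.019. Under fry the adjusted p in the same order was 0.56 and 0.52 for CDK inhibitors, 0.0014 and 0.039 for pluripotency genes, 0.0022 and 0.24 for fibroblast genes, 0.28 and 0.79 for collagens and 0.0043 and 0.091 for solute carriers, so fry calls 4 cases that camera does not against P1D35 or P2D11.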
